# Comparison of biofilm formation and motility processes in arsenic‐resistant *Thiomonas* spp. strains revealed divergent response to arsenite

**DOI:** 10.1111/1751-7915.12556

**Published:** 2017-02-07

**Authors:** Julien Farasin, Sandrine Koechler, Hugo Varet, Julien Deschamps, Marie‐Agnès Dillies, Caroline Proux, Mathieu Erhardt, Aline Huber, Bernd Jagla, Romain Briandet, Jean‐Yves Coppée, Florence Arsène‐Ploetze

## Abstract

Bacteria of the genus *Thiomonas* are found ubiquitously in arsenic contaminated waters such as acid mine drainage (AMD), where they contribute to the precipitation and the natural bioremediation of arsenic. In these environments, these bacteria have developed a large range of resistance strategies among which the capacity to form particular biofilm structures. The biofilm formation is one of the most ubiquitous adaptive response observed in prokaryotes to various stresses, such as those induced in the presence of toxic compounds. This study focused on the process of biofilm formation in three *Thiomonas* strains (CB1, CB2 and CB3) isolated from the same AMD. The results obtained here show that these bacteria are all capable of forming biofilms, but the architecture and the kinetics of formation of these biofilms differ depending on whether arsenite is present in the environment and from one strain to another. Indeed, two strains favoured biofilm formation, whereas one favoured motility in the presence of arsenite. To identify the underlying mechanisms, the patterns of expression of some genes possibly involved in the process of biofilm formation were investigated in *Thiomonas* sp. CB2 in the presence and absence of arsenite, using a transcriptomic approach (RNA‐seq). The findings obtained here shed interesting light on how the formation of biofilms, and the motility processes contribute to the adaptation of *Thiomonas* strains to extreme environments.

## Introduction

Despite its low crustal abundance, arsenic occurs ubiquitously around the world, often in association with various minerals (Mandal and Suzuki, 2002; Lièvremont *et al*., 2009; Oremland *et al*., 2009; Sharma and Sohn, 2009). As arsenic is highly soluble in water with a pH value close to neutral, water supplies are frequently contaminated, and this toxic element is known to be a major risk to human health in many parts of the world (Lièvremont *et al*., 2009). Arsenic disturbs the metabolism of most organisms and is thought to be mutagenic, carcinogenic and teratogenic. The highly toxic inorganic forms of arsenic often predominate in aqueous environments (Mandal and Suzuki, 2002; Oremland and Stolz, 2005; Lièvremont *et al*., 2009) such as geothermal sources and water mine drainage (acid mine drainage or AMD) (Mandal and Suzuki, 2002; Oremland and Stolz, 2005), which also contain many other heavy metals and show generally highly acidic pH levels, which are usually below 3.

Many bacteria are able to withstand these extreme environments and colonize AMD because they have developed mechanisms for adapting to extreme conditions (Oremland and Stolz, 2005; Silver and Phung, 2005; Kruger *et al*., 2013). In particular, the arsenic resistance mechanisms include the expression of enzymes that either transform the toxic metal (as in the case of the arsenite oxidase AioBA), extrude it (as in the case of ArsB) or prevent its uptake by repressing the expression of low specificity phosphate transporter and inducing that of high specificity phosphate transporter (Pst) (Tsai *et al*., 2009; Bertin *et al*., 2012; Kruger *et al*., 2013). Previous results have suggested that arsenic‐resistant bacteria of various origins are able to form biofilms in the presence of arsenic (Michel *et al*., 2007, 2011; Denef *et al*., 2010; Marchal *et al*., 2010, 2011; Andres *et al*., 2013). In prokaryotes, biofilm formation is one of the main adaptive responses to various stresses. These highly structured communities of microorganisms enable cells to resist many environmental stresses such as extreme pH and oxygen levels, desiccation, and the presence of bactericidal compounds (Hall‐Stoodley *et al*., 2004). There are several reasons why microorganisms survive toxic compounds in biofilm better than in a planktonic state. The matrix of the biofilm, which is composed mainly of polysaccharides and proteins, isolates the cells from environmental stresses by limiting the spread of antibacterial compounds or by sequestering them. On the other hand, the high cell density of these communities promotes horizontal gene transfer processes and the acquisition of new features (Aminov, 2011). These events promote the emergence of cell variants that are more persistent or have greater survival skills than those of the starting population. Therefore, biofilm formation constitutes a collective strategy for surviving stress. Other adaptive responses such as swimming, twitching, swarming, gliding and floating motility constitute also strategies for surviving stress, because they enable cells to migrate actively to more suitable environments (Jarrell and McBride, 2008). Floating (moving vertically up a water column, propelled by gas vesicles) and gliding (described in *Mycoplasma*) do not seem to require any special appendages. On the contrary, swimming (individual cells moving in liquid) and swarming (multicellular movement of bacteria across a surface) are forms of motility which involve flagella, and twitching motility is performed on solid surfaces via Type IV pili (Jarrell and McBride, 2008). Soft agar motility tests (0.3% agar) are commonly used for quantifying swimming motility and testing chemotaxis: at this low agar concentrations, the bacteria can swim towards a more favourable zone (e.g. containing larger supplies of nutrients) or escape a zone with adverse conditions (e.g. presence of a toxic element). With higher agar concentrations (0.5–0.7%), the bacteria swarm over the agar surface (Kearns, 2010).

Biofilm formation and motility are two closely related processes and are therefore often analysed together. Once the cells have detected any toxic compounds in their environment, they can either escape by initiating a motility process, which is modulated via chemotaxis, or adhere to a surface and form biofilms (Harrison *et al*., 2007; Nagar and Schwarz, 2015). Interestingly, the flagella or Type IV pili involved in swimming, swarming or twitching motility are often also involved in the early stages of biofilm development (Stoodley *et al*., 2002; Hall‐Stoodley *et al*., 2004). Once the biofilm is formed, mobile subpopulations often emerge in the biofilm and disperse. It was recently established that mobile cells can also invade mature biofilms, creating transient pores that increase the nutrient flow in the matrix (Houry *et al*., 2012). These two processes are tightly controlled via complex transcriptional, translational and post‐translational regulatory mechanisms (Jarrell and McBride, 2008; Guttenplan and Kearns, 2013; Martínez and Vadyvaloo, 2014). Some regulatory pathways which are common to the two processes enable bacteria to switch from a sessile lifestyle in a biofilm to the mobile planktonic lifestyle, via quorum sensing and the second messenger molecule, cyclic‐di‐GMP, in particular (Martínez and Vadyvaloo, 2014; Hobley *et al*., 2015; Nagar and Schwarz, 2015).

We recently studied the genetic and functional diversities of several strains belonging to the *Thiomonas* genus (Moreira and Amils, 1997), which occurs ubiquitously in AMD and contributes to the transformation of metals and metalloids such as arsenic (Bryan *et al*., 2009; Arsène‐Ploetze *et al*., 2010; Marchal *et al*., 2011; Slyemi *et al*., 2011), and we compared their physiological characteristics (Bryan *et al*., 2009; Arsène‐Ploetze *et al*., 2010). In particular, genomic and physiological comparisons between several closely related *Thiomonas* strains isolated from the Carnoulès AMD showed that they differ in their resistance capacities and in terms of the presence of genomic islands (GEIs; Farasin *et al*., 2015; Freel *et al*., 2015). In one of these strains, *Tm*. sp. CB2, the process of biofilm formation was studied in the presence and absence of arsenite (As(III)) (Marchal *et al*., 2011). A particularly complex biofilm structure was observed in the presence of As(III). Other *Thiomonas* strains were isolated that may differ in their ability to swim or form biofilm (Bryan *et al*., 2009; Arsène‐Ploetze *et al*., 2010). In this study, we compared the ability of three *Thiomonas* strains (CB1, CB2 and CB3) to form biofilms and to develop motility responses, because these two processes are probably linked, and we studied the effects of As(III) on these processes. It was then proposed to search for any difference in genomic content due to the presence of GEIs, which might explain the differences between the responses observed. Lastly, we analysed the patterns of gene expression observed during the process of biofilms development induced by the presence of As(III) in the strain *Thiomonas* sp. CB2, using a RNA sequencing approach. Based on the results of these analyses, we discussed how biofilm formation can contributes in *Thiomonas* resistance to arsenic.

## Results

### Comparison between the biofilm development and motility responses occurring in *Thiomonas* strains

In the first set of analyses, the strains *Thiomonas* spp. CB1, CB2 and CB3, isolated from the same AMD, were tested by performing soft agar motility tests to determine whether the presence of arsenite (As(III)) affected their swimming motility or chemotaxis. For this purpose, diluted cell culture was deposited on soft agar supplemented or not with 2.67 or 5.33 mM of As(III). *Tm*. spp. CB1 strain was mobile only in the presence of As(III), showing that motility was induced in this strain in the presence of this element (Fig. S1A). No motility was observed in the case of *Tm*. spp. CB2 and CB3, whether or not As(III) was present. Strains *Tm*. spp. CB1 and CB2 were able to synthesize a flagellum in both the presence and absence of As(III) in the liquid growth medium (Fig. S1B). In contrast, none or a very short flagellum was observed in strain CB3, whether or not As(III) was present in the liquid growth medium (Fig. S1B).

A crystal violet staining method was carried out on biofilms grown for 72 h in 12‐well plates, in order to determine the ability of each of the strains to produce biofilms in response to the presence of As(III) (Fig. S2). The biofilms were cultivated in m126 supplemented or not with 2.67 or 5.33 mM of As(III), and the medium was renewed after 24 h of growth. Cells firmly attached on the plates and their biofilm matrix were stained with crystal violet and quantified by measuring the O.D at 595 nm. *Tm*. sp. CB1 did not adhere efficiently and/or produced relatively low amounts of biofilm. Moreover, no effect or a slight effect of As(III) on biofilm formation was observed for this strain. In contrast, *Tm*. spp. CB2 and CB3 were able to adhere or form biofilm more efficiently than *Tm*. sp. CB1 both in the absence and in the presence of 5.33 mM of As(III) (Fig. S2). We also observed that the production of biofilm matrix or the cell adhesion process may be regulated differently in these two strains in the presence of As(III), since at 5.33 mM As(III), as compared to 2.67 mM, the amount of attached cells and biofilm decreased in the case of *Tm*. sp. CB2, whereas it increased in the case of *Tm*. sp. CB3. Altogether, these first experiments revealed that As(III) induced the motility process but did not influence the biofilm formation in *Tm*. sp. CB1, whereas this toxic element seems to influence the biofilm formation but not the motility process in *Tm*. spp. CB2 and CB3.

To investigate more precisely the differences in biofilm development between *Tm*. spp. CB1, CB2 and CB3 as well as the effects of As(III) on this process, a confocal microscopy analysis of the biofilm architecture was performed after 24 and 72 h of growth in 12‐well plates. These time points were chosen because, as previously established with *Tm*. sp. CB2 (Marchal *et al*., 2011), the amount of attached cells could be quantified after 24 h, whereas the biofilms are mature after 72 h. The bacterial cells and extracellular polysaccharides were stained with SYTO9 and tetramethylrhodamine conjugate of concanavalin A (ConA), respectively, and their amount was quantified using ICY (http://icy.bioimageanalysis.org/) as described previously (Sanchez‐Vizuete *et al*., 2015).

The global analysis of the data revealed that the amount of bacterial cells (revealed by the SYTO9 biovolume) varied with the incubation time, depending on the strain and the presence or absence of As(III) (ANOVA, *P* = 0.021). The amount of extracellular polysaccharides (revealed by the ConA biovolume) depended on the incubation time and on the strain (ANOVA, *P* = 4.13 × 10^−12^). A detailed analysis of the biofilm development was then performed. After 24 h of growth, the cells formed aggregates resembling microcolonies with all three strains, and many dense polysaccharide aggregates were also observed (Fig. 1A). The amount of extracellular polysaccharides was larger in *Tm*. sp. CB3 than in *Tm*. spp. CB1 and CB2, both in the absence of As(III) (Fig. 2A; Tukey's test, *P* = 3.92 × 10^−4^ and *P* = 4.17 × 10^−7^ respectively) and in the presence of 5.33 mM As(III) (Fig. 2A; Tukey's test, *P* = 8.66 × 10^−6^ and *P* = 3.51 × 10^−9^ respectively). The amount of bacterial cells was similar in all three strains (Fig. 2B), and the amount of extracellular polysaccharides per bacterial cell (ConA/SYTO9 biovolume ratio) was therefore higher in *Tm*. sp. CB3 (Fig. 2C) than in the other two strains within 24 h of growth. At this time point, no significant As(III) effect was observed on either the amount of extracellular polysaccharides (Fig. 2A) or the amount of bacterial cells (Fig. 2B).

**Figure 1:**
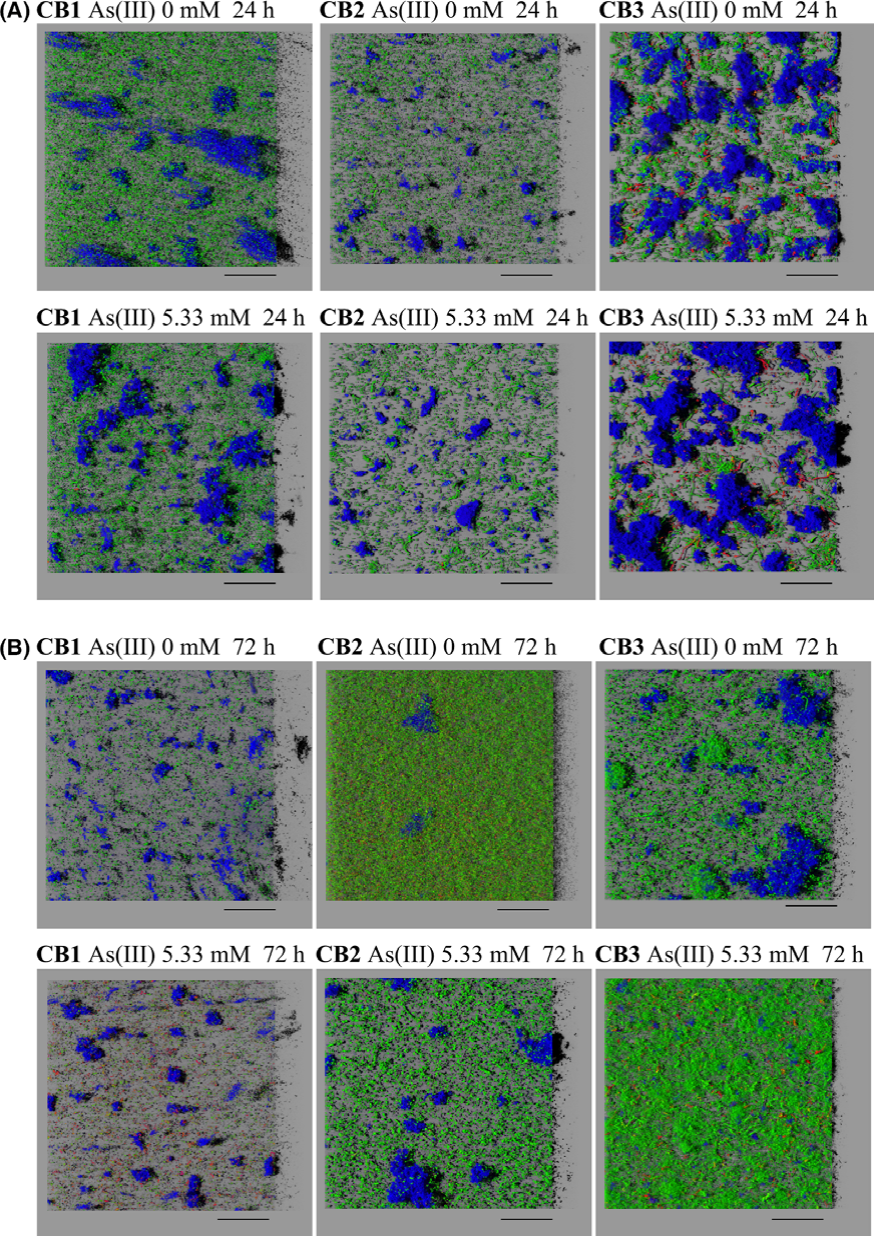
3D projections of biofilms obtained from confocal microscopy data (imaris software). Blue: exopolysaccharides matrix stained with concanavalin A conjugated to tetramethylrhodamine. Green: bacterial cells stained with SYTO9. Red: dead cells stained with propidium iodide. Scale bar: 3.10^4^ μm. A. 24 h. Microcolonies and many dense polysaccharide aggregates were observed, even after this short time of incubation. B. 72 h. The biovolume of cells was more important for *Tm*. sp. CB2, and these cells cover uniformly the surface. A high proportion of dead cells was observed in the biofilm made by *Tm*. sp. CB1, as compared to the other strains.

**Figure 2:**
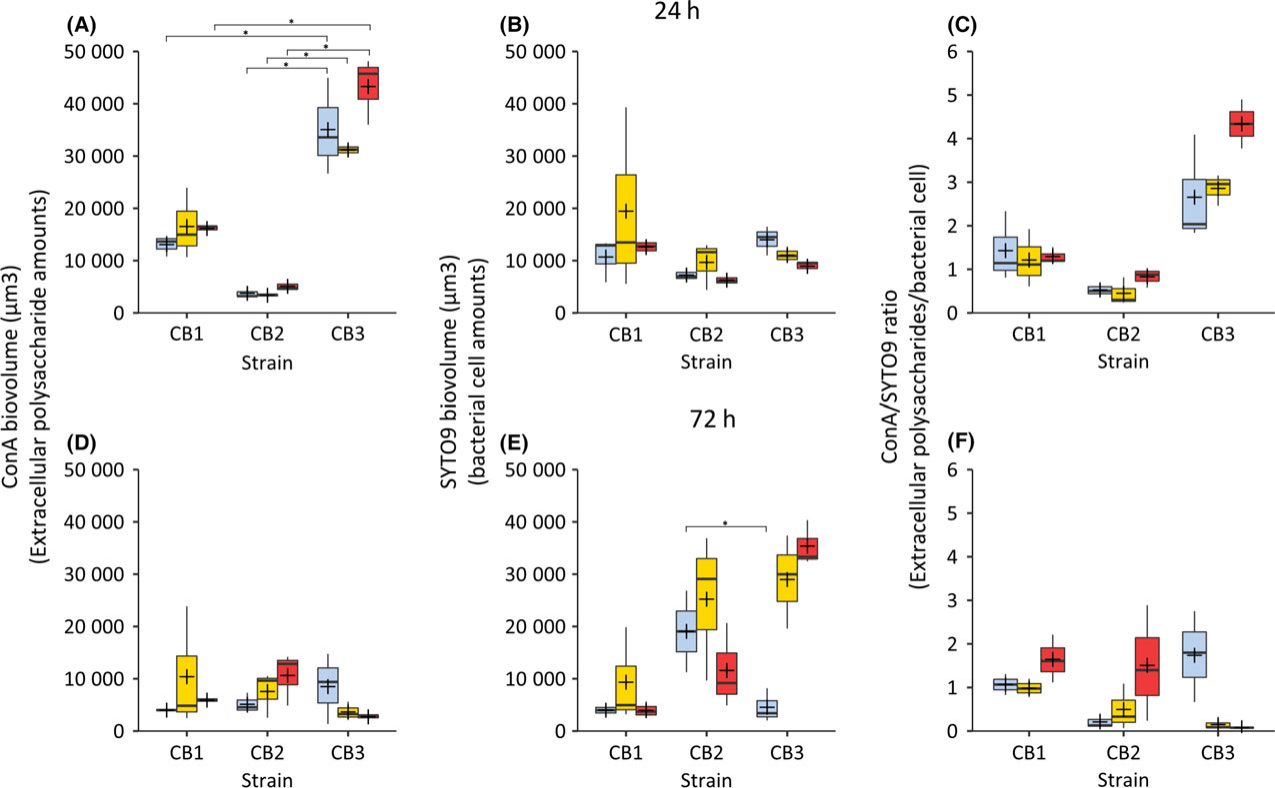
SYTO9 and tetramethylrhodamine conjugate of concanavalin A (ConA) biovolumes of biofilms. The extracellular polysaccharides and bacterial cells were labelled with ConA (tetramethylrhodamine conjugate of ConA; Life Technologies) and SYTO9 (SYTO ^®^ 9 green; Life Technologies), respectively, as previously described (Marchal *et al*., 2011). Blue: performed without As(III). Yellow and red: performed in the presence of 2.67 and 5.33 mM As(III) respectively. A–C. 24 h. *Tm*. sp. CB3 ConA biovolume is more important than *Tm*. spp. CB1 and CB2 (Tukey's test, *P* < 4 × 10^−4^, indicated by *). No difference in ConA or SYTO9 biovolumes was observed in the presence or in the absence of As(III), suggesting that As(III) has no effect on cell attachment and matrix biosynthesis at early stages of biofilm development. The ConA/SYTO9 ratio is higher for *Tm*. sp. CB3 than for the other two strains, suggesting a higher exopolysaccharides production capacity of this strain. D–F. 72 h. As compared to 24 h, the ConA biovolumes were lower for *Tm*. sp. CB3 (Tukey's test, *P* < 2 × 10^−5^) that could be due to a process of dispersal. In the absence of As(III), the SYTO9 biovolume was higher for *Tm*. sp. CB2 than for *Tm*. sp. CB3 (Tukey's test, *P* = 0.038, indicated by *) and for *Tm*. sp CB1. In the presence of As(III), the ConA/SYTO9 ratio increased in the case of *Tm*. spp. CB1 and CB2, but decreased in the case of *Tm*. sp. CB3.

After 72 h of growth, many dense polysaccharide aggregates were observed in the three strains (Fig. 1B). In the absence of As(III), the *Tm*. sp. CB2 cells were spread uniformly over the surface (Fig. 1B) and their amount was greater than *Tm*. spp. CB1 and CB3 cell amounts (Fig. 2E; Tukey's test, *P* = 0.038). The amounts of extracellular polysaccharides were similar in the three species (Fig. 2D), and the amount of extracellular polysaccharides per bacterial cell was therefore higher in *Tm*. sp. CB3 than in *Tm*. sp. CB2 (Fig. 2F). In *Tm*. sp. CB2, the amount of extracellular polysaccharides was slightly higher in the presence than in the absence of As(III) (Fig. 2D). However, the amount of bacterial cells was not significantly affected by As(III) (Fig. 2E). Consequently, the amount of extracellular polysaccharides per bacterial cell was higher in the presence than in the absence of As(III) in the *Tm*. sp. CB2 strain (Fig. 2F). That was, however, not the case of *Tm*. sp. CB1, as, in this strain, As(III) had no significant effect on the amount of extracellular polysaccharides or on the amount of bacterial cell (Fig. 2D and E). A larger number of dead cells were observed in the biofilm formed by *Tm*. sp. CB1 than in the other strains (Fig. 1B). This strain therefore seems to be more sensitive to As(III) than the other two strains. In the case of *Tm*. sp. CB3, As(III) had a positive effect on the amount of attached cells but a negative effect on the amount of extracellular polysaccharides per bacterial cell. Surprisingly, the amount of extracellular polysaccharides at 72 h was lower than after 24 h in *Tm*. sp. CB3, independently of the As(III) (Fig. 2A and D; Tukey's test, *P* < 2 × 10^−5^). This decrease may have been due to the natural process of dispersal, as the dispersed cells may have been partly removed when the medium was renewed after 24 h.

In conclusion, the results obtained in this experiment show that the three *Thiomonas* strains respond differently to the presence of As(III), leading to the formation of different biofilm architectures. Indeed, no particularly marked effects of As(III) were observed in the case of *Tm*. sp. CB1, whereas in that of *Tm*. sp. CB2, As(III) seems to have negative effects on the cell growth and/or adhesion processes (Fig. 2E) but positive effects on the exopolysaccharide production rate (as observed after 72 h of growth, Fig. 2D and F). This increase in polysaccharide production in the presence of As(III) had already been demonstrated in *Tm*. sp. CB2 (Marchal *et al*., 2011). On the contrary, the strain *Tm*. sp. CB3 produced exopolysaccharide structures faster than the other cells (within only 24 h of growth, Fig. 2A). However, in the case of the *Tm*. sp. CB3 strain, the biofilm probably disseminated earlier than in the other two strains.

### Genomic comparisons

Previous studies have shown that *Thiomonas* strains originating from the Carnoulès AMD have adapted to this extremely toxic habitat by acquisition and/or loss of GEIs (Arsène‐Ploetze *et al*., 2010; Farasin *et al*., 2015; Freel *et al*., 2015). To determine whether the differences between the biofilm formation abilities and motility processes observed in this study could be due to the presence of specific GEIs present in some genomes, we investigated whether any GEIs were specific of *Tm*. sp. CB1, *Tm*. spp. CB2 or *Tm*. sp. CB3. The genomes were compared using the Regions of Genomic Plasticity (RGP) finder tool (https://www.genoscope.cns.fr/agc/microscope/compgenomics/genomicIsland.php) to identify genomic regions which have characteristics of GEIs.

First, we searched for genes involved in motility or chemotaxis in such GEIs. One GEI of around 11 kb was identified in *Tm*. spp. CB2 and CB3 but not in *Tm*. sp. CB1 (Table 1, Fig. S3). The GC content of this island is approximately 63%, which resembles that of the genome (Table 1). This GEI is located downstream of a large region (~76 kb) encoding genes involved in flagellum biosynthesis and assembly (‘flagellar locus’), which are present in all the strains tested. This GEI named ‘*che* islet’ contains the *cheW* and *cheBDR* genes, three genes encoding methyl‐accepting chemotaxis sensory transducers and a gene encoding a diguanylate cyclase/phosphodiesterase, which is probably involved in motility and biofilm regulation (Fig. S3 and Table S1). 

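The annotation used for read counting places the *Tm.* sp. CB2 genome on a single sequence named THICB2_v3, and the positions given for genes are on that sequence. The paper gives the genome as a series of sequence records. The order and distance of regions on the single sequence may therefore not be those of the genome. Table S5 assigns 50 genes to the flagellar locus. They run from CDS 640137, a FliO-type flagellar biosynthetic protein that starts at position 2881676, to CDS 650013 (*fliN*), which ends at position 2957718. The next listed gene, CDS 660001 of the '*che* islet', starts at position 2958884.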

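The 10 genes that Table S5 assigns to the '*che* islet' lie in 2 separate stretches of the annotated sequence. The paper describes the islet as a single island, and whether the stretches are apart in the genome was not resolved. CDS 660001 to 660006 occupy positions 2958884 to 2965781, and CDS 920001 to 920004 occupy positions 3868398 to 3872508. In the annotation, *cheB* lies at 2959834 to 2960916, minus strand, *cheD* at 2960952 to 2961503, minus strand and *cheR* at 2961500 to 2962297, minus strand. CDS 660005, at 2962305 to 2965553, minus strand, is annotated as a diguanylate cyclase/phosphodiesterase with a PAS/PAC sensor, and CDS 920002, at 3869934 to 3870473, minus strand, as a CheW protein. Methyl-accepting chemotaxis sensory transducers are annotated at CDS 660001 and 920001, both marked as fragments, and at CDS 920003.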

*Tm*. sp. CB1 lacking this GEI had different motility and biofilm development capacities in response to As(III) as compared to the strains *Tm*. spp. CB2 and CB3 containing the islet. Thus, this ‘*che* islet’ may be responsible for the differences of regulation in response to As(III) observed between these strains.

**Table 1:** Genomic islands characterized in this study and carrying genes potentially involved in biofilm matrix biosynthesis and/or motility (see Figs S3–S5 and Tables S1–S3 for more details)

Genomic island	Strain	Size (kB)	GC content (%)
‘*che* islet’	*Tm*. sp. CB2	11	63.1
	*Tm*. sp. CB3	11.6	63.1
‘*eps* island’	*Tm*. sp. CB1	20	63
‘*rfb* islet’	*Tm*. sp. CB2	18.9	63.7
	*Tm*. sp. CB3	22	63.81
RGP5	*Tm*. sp. CB2	29.8	57.8

One 20‐kb GEI was detected in the genome of *Tm*. sp. CB1, but not in that of *Tm*. spp. CB2 and CB3 (Table 1, Fig. S4). This GEI contains the *eps* genes forming the ‘*eps* island’, which are involved in exopolysaccharide matrix synthesis in *Herbaspirillum seropedicae* (Fig. S4 and Table S2) (Balsanelli *et al*., 2014). The GC content of this island is approximately 63%, which resembles that of the genome, and no genes involved in genome plasticity (e.g. transposases, ISs or genes involved in conjugation) were detected in the ‘*eps* island’. There was therefore no evidence that this island may have been acquired recently by *Tm*. sp. CB1.

Another GEI was present in the genome of *Tm*. spp. CB2 and CB3 but not in *Tm*. sp. CB1 (Table 1, Fig. S5). This GEI called ‘*rfb* islet’ measures 18.9 and 22 kb in the *Tm*. spp CB2 and CB3 genomes respectively. It contains the *rfbEF* and *pilT* genes and one gene encoding a glycosyl transferase (Fig. S5 and Table S3). *rfbEF* genes (also known as *rml* genes) are possibly involved in the biosynthesis of dTDP‐l‐rhamnose, a surface polysaccharide precursor (Giraud and Naismith, 2000), which is required for the attachment of *alpha*‐, *beta*‐ or *gammaproteobacteria* or biofilm formation (Rahim *et al*., 2000; Balsanelli *et al*., 2010; Michael *et al*., 2016). 

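Table S3 lists 25 genes of *Tm.* sp. CB2 in the '*rfb* islet', from a gene that starts at position 607500 to a LemA family gene that ends at position 626365. CDS 110010, annotated as a putative polysaccharide biosynthesis protein RfbE, lies at 617244 to 618704, plus strand. CDS 110012, a dTDP-rhamnosyl transferase RfbF, lies at 619756 to 620691, plus strand, and the glycosyl transferase family 2 gene CDS 110005 at 614836 to 615759, plus strand.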

In *Roseobacter*, these genes are carried by a plasmid (Michael *et al*., 2016). The GC contents of the *Tm*. spp. CB2 and CB3 ‘*rfb* islets’ are 63.7% and 63.81%, respectively, which is again similar to that of the genome. However, in *Tm*. sp. CB3, this ‘*rfb* islet’ is flanked by two transposases and therefore has some of the characteristics of mobile genetic elements. Lastly, one 29.8‐kb GEI, called RGP5 (Freel *et al*., 2015), detected in *Tm*. sp. CB2 but not in the other strains tested carries a second copy of the *rfbF* gene, genes encoding glycosyltransferases, ABC transporters and type II secretion components possibly involved in O‐antigen synthesis (Freel *et al*., 2015). 

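Table S5 assigns 24 genes to RGP5, from CDS 240010 at position 1015533 to CDS 250002, which ends at position 1044464. CDS 240006, annotated as a dTDP-rhamnosyl transferase RfbF like CDS 110012, lies upstream of them at 1010532 to 1011521, minus strand. The general secretion pathway genes of the region include *gspG* (CDS 240028, 1036232 to 1036666, minus strand) and *xpsE* (CDS 240030, 1037933 to 1039621, minus strand).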

The GC content of this island is 57.8%, significantly lower as compared to that of the genome. These ‘*eps* island’, ‘*rfb* islet’ and RGP5 may be in part responsible for the differences in the biofilm synthesis observed in *Tm*. spp. CB1, CB2 and CB3.

### Transcriptomic analysis

The genomic comparisons highlighted some candidate genes carried on GEIs, which may confer specific characteristics to *Thiomonas* strains concerning their cell surface and may influence their biofilms architecture. To determine which of these genes could be involved in biofilm formation and regulation in response to As(III), a RNA‐seq approach was used to search for genes that are expressed during biofilm development and/or regulated in response to As(III). These experiments were performed with the *Tm*. sp. CB2 strain, as it was observed both in this study and previously (Marchal *et al*., 2011) that the biofilm polysaccharides/cells ratio increased in this strain in the presence of As(III). The biofilm cell cultures were performed in triplicates, in the same conditions than those used for crystal violet and confocal microcopy experiments: cells were incubated under stagnant conditions in the presence and in the absence of 5.33 mM As(III) during 24, 48 and 72 h. This As(III) concentration was chosen based on confocal microscopy data, as clear‐cut differences were observed at this concentration as compared to the absence of As(III) in *Tm*. sp. CB2 (Figs 1 and 2).

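The 18 RNA-seq libraries of *Tm.* sp. CB2 comprised 3 replicates for each of 6 conditions, which were 24, 48 and 72 h of biofilm growth without As(III) and with 5.33 mM As(III). For each library the authors deposited the number of reads that HTSeq-count assigned to each of 3827 genes. These counts were not normalized, and the reads that fell outside genes or did not align were listed apart. Between 728559 and 14399478 reads were counted on genes in 16 libraries, with a median of 7670707. The other 2 libraries, replicates 1 and 2 of 48 h without As(III), held 137 and 230 counts on genes, and only 17 genes had a count in both. Levels of genes at 48 h without As(III) therefore come from replicate 3 alone (11568319 counts), and no standard deviation can be given for them. The median of the 3 libraries at 72 h was 1054545 with As(III) and 4576575 without it, and at 24 h it was 10444812 and 12196496. Replicates 1 and 2 of 72 h without As(III) differed by little more than counting noise, with a chi-square per degree of freedom of 1.12 over 3737 genes. They were averaged before a mean or a standard deviation was taken, so n = 2 for that condition, but they entered the tests as 2 libraries. Genes were tested with edgeR's quasi-likelihood method on all 18 libraries, with the 6 conditions and the replicate number in the model and TMM normalization, and 3765 genes passed the filter on low counts. A gene is called higher or lower when its p, adjusted by the Benjamini-Hochberg method within a comparison, is under 0.001, the threshold stated by the authors. Levels of a gene are CPM, the counts divided by the TMM-normalized library size and multiplied by 1e+06. The same fit was repeated on the 16 libraries without the near-empty pair. Where the size factors of DESeq2 replace TMM with all 18 libraries, they rest on only the 17 genes with a count in every library.

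**Figure D1:**
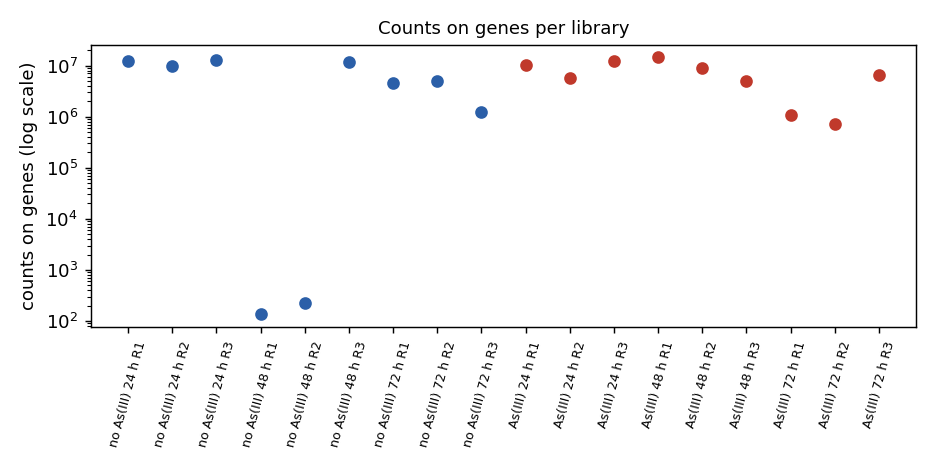
Reads counted on genes in each of the 18 libraries, on a log scale, by condition and replicate (R1 to R3). Replicates 1 and 2 of 48 h without As(III) hold 137 and 230 counts, and the next smallest library, replicate 2 of 72 h with As(III), holds 728559.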

#### Global analysis of gene expression during biofilm development and in response to arsenite

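Principal components were computed from the counts of the 3824 genes with at least 1 count, after the variance stabilizing transformation (VST) of DESeq2. The first component held 41.9% of the variance and the second 39.3%. On the first component, replicates 1 and 2 of 48 h without As(III), the near-empty libraries, lay at -131.2 and -127.8, whereas the other 16 libraries lay between -7.44 and 39.1. The share of the first component was highest, 81.6%, when log2 CPM replaced the VST values.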

The overall expression of 3827 genes was first studied by performing a PCA (Fig. S6). 

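Within a condition, the Euclidean distance between libraries on the VST scale averaged 38.0, and between conditions it averaged 104.6. Without the near-empty pair these means were 54.2 and 185.6. Counts of replicates varied more than counting noise alone would give, with a chi-square per degree of freedom between 5.43 and 177 for every pair tested apart from replicates 1 and 2 of 72 h without As(III).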

Under our experimental conditions, the three results obtained with the triplicates were similar. 

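The 16 libraries other than the near-empty pair were also placed on principal components of their own. At 24 h, the conditions with and without As(III) had mean scores of -108 and -94.8 on the first component and of 38.6 and 31.2 on the second. At 48 h, the mean score on the first component was -57.3 with As(III), and the single usable library without As(III) lay at 109.1. At 72 h, the mean scores on the first component were 67.8 with As(III) and 156 without it.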

Although the samples obtained in the presence and absence of As(III) clustered together during the first 24 h, the patterns of expression of a large number of genes differed after longer incubation periods of 48 and 72 h, depending on whether or not As(III) was present. These observations showed that both the incubation time and the presence of As(III) affected the gene expression rates of a large number of genes. 

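In the comparison of As(III) with no As(III), 130 genes were called at 24 h, 1928 at 48 h and 1714 at 72 h. Without As(III), 2086 genes were called between 24 and 48 h, 2731 between 24 and 72 h and 683 between 48 and 72 h. At least 1 of the 12 comparisons called 3438 genes. The number at 24 h was 795 at an adjusted p under 0.05, 325 with the library size alone as scaling and 75 with the test of DESeq2. With replicates 1 and 2 of 72 h without As(III) summed into 1 library, 1508 genes were called for As(III) at 72 h and 559 between 48 and 72 h without As(III). The comparisons with 48 h without As(III) rest on a single library: when replicate 3 of that condition was left out, 2 genes were called for As(III) at 48 h and 1 between 24 and 48 h without As(III). The near-empty pair is then all that is left, and the median log2 fold change of all genes for As(III) at 48 h was 11.64. A call lost or a sign changed by this omission therefore tells nothing about a single gene. The fit of 16 libraries called 94, 1793 and 1647 genes for As(III) at the 3 times, of which 87, 1745 and 1578 were also called with all 18.

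**Figure D2:**
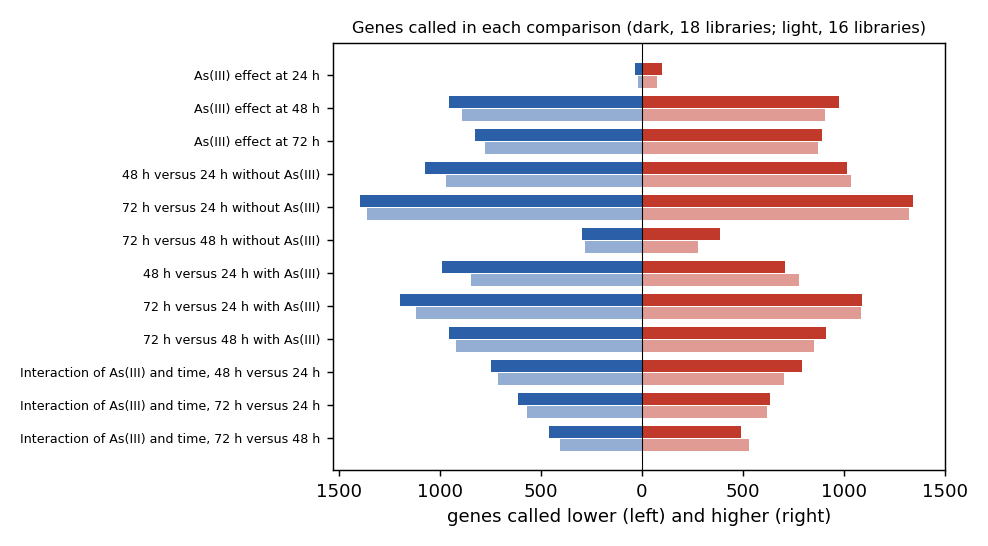
Genes called lower (left) and higher (right) at an adjusted p under 0.001 in each of the 12 comparisons, with all 18 libraries (dark) and with 16 libraries (light). The As(III) effect is smallest at 24 h, with 130 genes, and the change from 24 to 72 h without As(III) is largest, with 2731. At 72 h more genes are called higher than lower with As(III) (889 and 825), but 357 and 1384 with the size factors of DESeq2 as scaling. With all 18 libraries these size factors rest on 17 genes. DESeq2 on 16 libraries, chosen after the data were seen, calls 912 higher and 935 lower.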

The samples obtained after 72 h in the presence of As(III) clustered together with those obtained after 48 h in the absence of As(III). 

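The distance of each library of 72 h with As(III) to the other conditions was measured over 3824 genes on the VST scale. With all 18 libraries the mean distance was lowest to 48 h with As(III) (76.1) and 72 h without As(III) (78.4) and highest to 48 h without As(III) (111.6), and none of the 3 libraries was nearest to the last condition. Its usable library alone, replicate 3, lay at 38.1. Without the near-empty pair, all 3 libraries were nearest to 48 h without As(III), at distances of 104.3, 115.2 and 88.7, and the mean distance was 169.2 to both 48 h with As(III) and 72 h without As(III). The value for 48 h without As(III) then rests on a single library.

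**Figure D3:**
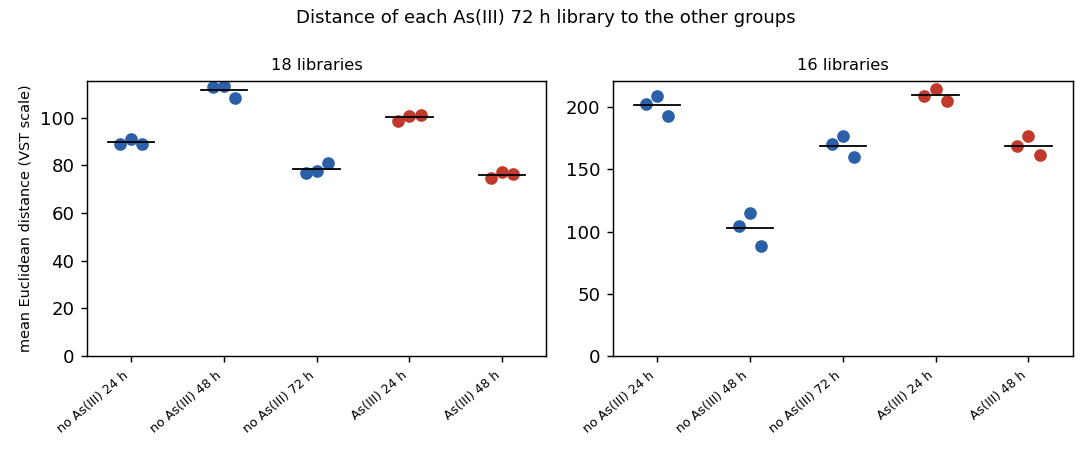
Mean Euclidean distance on the VST scale from each of the 3 libraries of 72 h with As(III) to the other 5 conditions, with all 18 libraries (left) and without the near-empty pair (right). The condition nearest on average is 48 h with As(III) on the left (76.1) and 48 h without As(III) on the right (102.8).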

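Of the 683 genes called between 48 and 72 h without As(III), 61 had a mean at 72 h with As(III) that lay nearer to the mean at 48 h without As(III), a share of 8.93% (95% Wilson confidence interval 7.02 to 11.3, counting error only). With the near-empty pair left out, the share was 511 of 556 genes, or 91.9% (89.3 to 93.9). In 1000 simulations with 16 libraries, only those of 72 h with As(III) were redrawn, from the means at 72 h without As(III). The highest share was 0.36%. Since the genes were chosen for a difference between 48 and 72 h, a low share was fixed beforehand. The simulations speak only against the lack of any As(III) effect at 72 h, and not for a delay. Libraries simulated with 72 h with As(III) drawn from 48 h without As(III) gave 98.8% with 16 libraries but 18.1% with all 18. Across 3765 genes, the As(III) effect at 72 h and the change from 24 to 48 h without As(III), which share no library, had a correlation of -0.392 (95% confidence interval -0.419 to -0.365), and genes are not independent replicates.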

The presence of As(III) therefore has an overall effect on the gene expression process, probably delaying the expression of a large number of genes. Hierarchical clustering was then performed to compare the overall patterns of gene expression occurring in the presence and absence of As(III), as well as those of each gene at the various time points. Forty groups of genes were obtained with *P*‐value < 0.001 based on the matrix counts processed using the Variance Stabilizing Transformation (VST) method (Fig. S7).

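The VST values of the 3438 genes called in at least 1 comparison were clustered by 1 minus Pearson correlation with the Ward criterion into 40 clusters, which held between 2 and 264 genes. For 133 genes Table S5 also gives the cluster found by the authors. The adjusted Rand index of the 2 groupings was 0.305 and exceeded the highest of 10000 permutations of the cluster labels (0.0474; p = 0.0001, the smallest they can give). The index was 0.546 over 132 genes when the near-empty pair was left out. Table S5 was made from the same libraries, so this is not independent evidence.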

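Without As(III), 1392 genes were called lower at 72 h than at 24 h and 1075 lower at 48 h than at 24 h. Between 48 and 72 h, 295 genes were called lower. Both numbers that involve 48 h rest on its single usable library. The first number was 1267 with the size factors of DESeq2 and 2306 with the library size alone, a scaling under which the median log2 fold change of all genes was -1.34.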

The expression of genes in eleven clusters (3, 4, 5, 7, 9, 10, 12, 13, 19, 20 and 33) decreased with time, at least in the absence of As(III) (Fig. S7). Genes with an unknown function and those involved in cell/wall membrane/envelope biogenesis, translation and amino acid metabolisms were present in larger proportions in these clusters of genes whose expression decreased during biofilm development as compared to the Cluster of Orthologous Groups (COG) category distribution of all the genes in the genome (Fig. 3). 

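Product names in the annotation gave no function for 1173 of the 3765 genes tested (31.2%); this classification of product names stands in for the COG categories. They made up 322 of the 1392 genes called lower at 72 h than at 24 h without As(III), or 23.1%, and 35.9% of the other genes tested. The odds ratio was 0.538 (two-sided Fisher's exact test, adjusted p = 1.18e-15 over 6 such tests), and genes of the same operon are not independent.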

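Over the same interval, from 24 to 72 h without As(III), 1339 genes were called higher. This number was 1313 with the size factors of DESeq2 and 694 with the library size alone. At 48 h 1011 genes were called higher than at 24 h, a number that rests on the single usable library at 48 h, and 388 were called higher at 72 h than at 48 h.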

On the contrary, the levels of expression of the genes occurring in 16 clusters (1, 8, 17, 18, 21, 22, 23, 24, 26, 31, 32, 34, 35, 36, 37 and 38) increased during the biofilm development. Based on the COG classification, genes with an unknown function were present in larger proportions in these clusters of genes whose expression increased during biofilm development as compared to the COG category distribution of all the genes in the genome (Fig. 3).

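Among the 1339 genes called higher at 72 h than at 24 h without As(III), 497 (37.1%) had a product of unknown function, compared with 27.9% of the other genes tested. The odds ratio was 1.53 (two-sided Fisher's exact test, adjusted p = 7.27e-09).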

**Figure 3:**
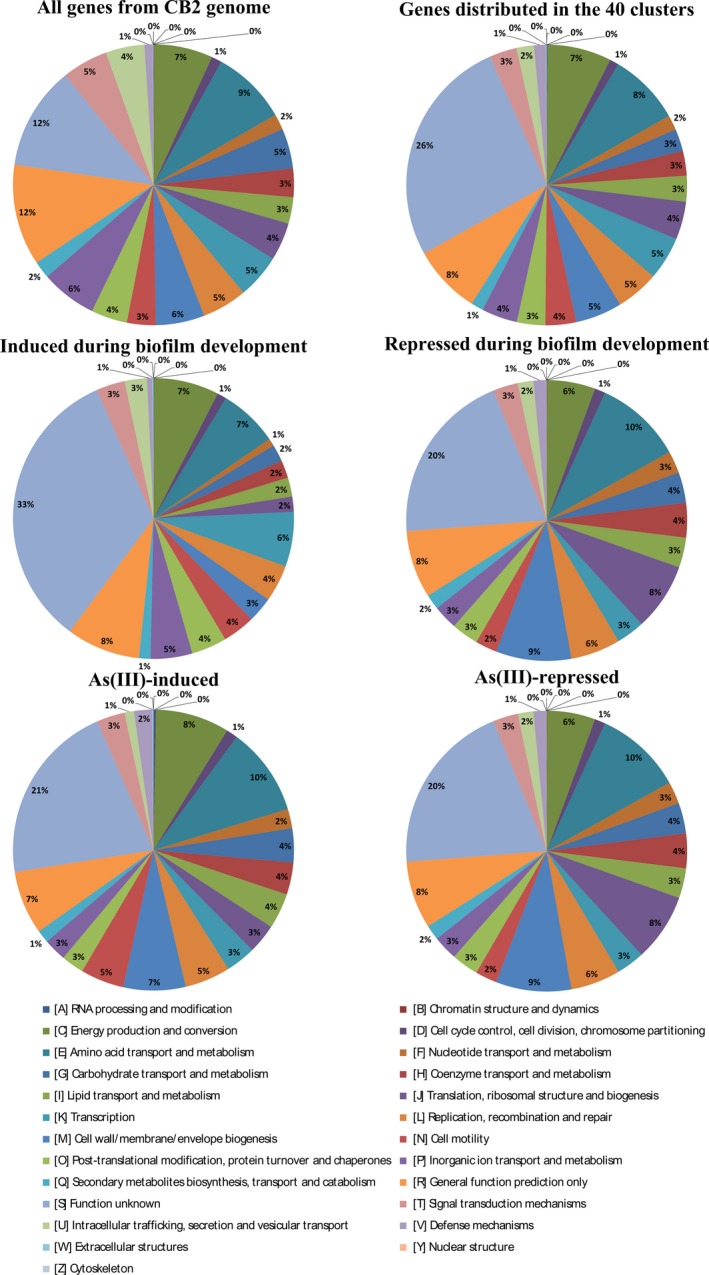
Distribution of CB2 genes found in at least one of the 40 clusters (‘regulated genes’), in ‘induced during biofilm development’, ‘repressed during biofilm development’, ‘As(III)‐induced’ or ‘As(III)‐repressed’ clusters based on the COG classification and as compared to the COG category distribution of all the genes found in the genome.

Concerning the response to As(III), 16 clusters (1, 8, 16, 17, 18, 22, 23, 24, 25, 26, 29, 32, 34, 35, 37 and 38) included 1516 genes whose patterns of expression were affected by As(III) after 24, 48 or 72 h of growth, at least at one time point during the biofilm development (Fig. S7). In comparison with the COG category distribution of all the genes in the genome (Fig. 3), genes of unknown function or involved in transcription were present in particularly large proportions in ‘arsenite‐repressed’ clusters. 

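With As(III), 33 genes were called lower at 24 h, 954 at 48 h and 825 at 72 h. At 24 h this number ranged from 3 to 27 when a replicate or a library was left out. At 72 h this number was 1384 with the size factors of DESeq2, under which the median log2 fold change of all genes was -0.61, and 373 with the library size alone, under which the median was 0.84. Genes were singled out among those called, changed the same way in all 3 pairs of replicates and at 50 CPM or more. Of these, the largest decreases at 72 h were those of CDS 60003, a conserved exported protein of unknown function (561338 to 561838, minus strand), whose level was 21550 ± 600 (SD, n = 2) without As(III) and 287 ± 55.7 (SD, n = 3) with it, and of CDS 280096, a TOBE domain protein (1168514 to 1168936, minus strand), and CDS 280097, a conserved hypothetical protein (1169291 to 1170202, minus strand). Their log2 fold changes were -6.24 (standard error 0.35, adjusted p = 8.12e-12), -6.05 (standard error 0.24, adjusted p = 1.24e-13) and -5.91 (standard error 0.35, adjusted p = 2.44e-11). At 48 h the near-empty pair distorts the rule on pairs and left 6 decreases to choose from, so larger ones were passed over, such as that of CDS 640005 (-8.55), which is named after its value was seen. The largest of the 6 were those of *bdhA* (CDS 50047, 472571 to 473362, plus strand), with a log2 fold change of -5.22 (standard error 0.54, adjusted p = 6.12e-08), CDS 50048 (a putative patatin, -4.33) and CDS 310110 (a Tat pathway signal sequence domain protein, -3.73). None of these 3 was called when the usable library at 48 h without As(III) was left out. At 24 h the largest decreases by the rule were those of *metE* (CDS 410041, 1762635 to 1765016, minus strand), with a log2 fold change of -1.76 (standard error 0.30, adjusted p = 4.66e-04), CDS 410060 (a putative cytochrome *c*4, -1.66) and CDS 30220 (a conserved exported protein, -1.65). The call of *metE* held in 12 of 20 alternative analyses, that of CDS 410060 in 11 and that of CDS 30220 in 12. At the later times *metE* was called higher with As(III), with 2.88 (standard error 0.44, adjusted p = 9.27e-06) at 48 h, from the single library without As(III), and 1.65 (standard error 0.30, adjusted p = 7.78e-05) at 72 h.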

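Products of unknown function made up 385 of the 954 genes called lower with As(III) at 48 h (40.4%) and 28.0% of the other genes, an odds ratio of 1.74 (two-sided Fisher's exact test, adjusted p = 5.88e-12). At 72 h they made up 283 of the 825 genes called lower (34.3%) and 30.3% of the others, an odds ratio of 1.20 (adjusted p = 0.03), which was 0.975 with the calls of DESeq2. In the genes called higher with As(III) their share was 21.7% at 48 h and 22.6% at 72 h, with odds ratios of 0.526 and 0.572 (two-sided Fisher's exact test, adjusted p = 1.04e-13 and 2.36e-10).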

On the contrary, the levels of expression of the genes occurring in 17 clusters (2, 3, 4, 5, 6, 9, 11, 12, 15, 19, 20, 21, 27, 28, 30, 31 and 39) increased in the presence of As(III) (Fig. S7), at least at one time point during the biofilm development. In these clusters of genes were found, the *ars* genes (clusters 30 and 31) involved in arsenic resistance (Fig. 4A). 

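With As(III), 97 genes were called higher at 24 h, 974 at 48 h and 889 at 72 h. The last number was 357 with the size factors of DESeq2 and 1829 with the library size alone. Apart from the *ars* and *aio* genes, the largest increase at 24 h was that of CDS 390032, a putative carboxymuconolactone decarboxylase (1663985 to 1664362, minus strand), from 18.2 ± 2.46 (SD, n = 3) to 749.7 ± 98.2 (SD, n = 3), a log2 fold change of 5.34 (standard error 0.40, adjusted p = 3.22e-09). The same gene was called lower with As(III) at the later times, with -2.38 (standard error 0.48, adjusted p = 1.77e-04) at 48 h, from the single library without As(III), and -2.52 (standard error 0.36, adjusted p = 4.37e-06) at 72 h, where its level was 3154 ± 995 (SD, n = 2) without As(III) and 548 ± 361 (SD, n = 3) with it. At 48 h the largest increases were those of 3 adjacent genes for type IV pilus proteins, which are those of PilV, of PilW (CDS 230084) and of the next pilus protein, between positions 927229 and 929388 on the plus strand. The level of the PilV gene was 1256 ± 260 (SD, n = 3) with As(III) and 6.86 (n = 1) without it, and its log2 fold change was 7.52 (standard error 0.79, adjusted p = 7.52e-08). Those of the PilW gene and the gene after it were 6.76 and 6.83. None of the 3 was called when the usable library at 48 h without As(III) was left out, or when the fit held only the conditions compared. At 72 h CDS 220023, a predicted thioesterase (806736 to 807197, plus strand), increased from 72.5 ± 4.35 (SD, n = 2) to 2818 ± 790 (SD, n = 3), a log2 fold change of 5.28 (standard error 0.29, adjusted p = 8.18e-12). It was called lower with As(III) at 24 h (-1.33, adjusted p = 7.08e-04).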

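The 8 genes that the annotation names *arsA*, *arsB* (2 copies), *arsC*, *arsC2a*, *arsC2b*, *arsD* and *arsR* were all called higher with As(III) at 24 h, with a median log2 fold change of 5.10. At 48 h 6 were called lower (median -2.33), and at 72 h 1 was called higher (median 0.75); the median at 72 h was 0.16 with the size factors of DESeq2, and 1.56 with the library size alone, where 6 were called higher. With the size factors of DESeq2, 1 was called lower at 72 h. The number called higher at that time ranged from 0 to 4 in edgeR when a replicate or a library was left out, and differed from 1 in all 9 of these fits. Adjusted over the list alone, the gene called at 72 h lost its call. The level of *arsC* (2765047 to 2765595, minus strand) at 24 h was 2399 ± 427 (SD, n = 3) with As(III) and 54.6 ± 18.5 (SD, n = 3) without it, a log2 fold change of 5.45 (standard error 0.41, adjusted p = 2.81e-09). At 48 h its levels were 23.6 ± 3.46 (SD, n = 3) with As(III) and 134 (n = 1) without it. The log2 fold change at 48 h, -2.54 (standard error 0.49, adjusted p = 1.22e-04), rests on the single library without As(III). Its call held in 13 of 20 alternative analyses. Without that library the log2 fold change of *arsC* was 10.12 and not called. The median of all genes was then 11.64, so 10.12 does not show a reversal. Between 24 and 48 h with As(III), where all libraries can be used, the log2 fold change of *arsC* was -6.67 (standard error 0.44, adjusted p = 8.67e-11), and all 8 genes were called lower (median -6.65). The difference between the As(III) effects at 72 and 24 h, which involves no library of 48 h, was called with a fall for all 8 (median -4.19), and for *arsC* it was -4.13 (standard error 0.53, adjusted p = 1.74e-06). The level of *arsC2b* (3654107 to 3654616, plus strand) at 24 h was 853 ± 22.8 (SD, n = 3) with As(III) and 31.8 ± 5.33 (SD, n = 3) without it, a log2 fold change of 4.77 (standard error 0.21, adjusted p = 7.19e-13). Its changes at 48 and 72 h, -1.20 and 0.67, were not called (adjusted p = 0.00173 and 0.0469). The largest increase at 24 h was that of *arsD* (CDS 760068, 3651965 to 3652309, plus strand), with a log2 fold change of 6.49 (standard error 0.30, adjusted p = 9.69e-13).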

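The genome holds 2 genes annotated *aioA*, the large subunit of arsenite oxidase. The level of the copy at 3665666 to 3668191, minus strand, without As(III) was 220.1 ± 61.4 (SD, n = 3) at 24 h, 174 (n = 1) at 48 h and 325 ± 114 (SD, n = 2) at 72 h. With As(III) it was 2073 ± 445 (SD, n = 3), 4438 ± 1270 (SD, n = 3) and 8945 ± 780 (SD, n = 3), and the log2 fold changes were 3.22 (standard error 0.31, adjusted p = 1.49e-07), 4.81 (standard error 0.52, adjusted p = 1.12e-07) and 4.94 (standard error 0.34, adjusted p = 1.85e-10). The other copy, at 1636472 to 1638994, plus strand, had log2 fold changes of 1.72 (standard error 0.29, adjusted p = 3.79e-04), 2.16 (standard error 0.47, adjusted p = 3.62e-04) and 4.04 (standard error 0.32, adjusted p = 1.65e-09). Its call held in 10 of 20 alternative analyses at 24 h and in 14 of 20 at 48 h. Both values at 48 h rest on the single library without As(III), and reads of similar copies can be counted on either gene.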

Interestingly, cluster 27 contained genes showing higher rates of expression in the presence than in the absence of As(III) at the three time points tested during the process of biofilm development (Fig. S7). This cluster included the *aio* genes involved in As(III) oxidation (Fig. 4A) and specific phosphate transporters (Table S5), the expression of which is known to be induced in response to arsenic in several bacteria (Bryan *et al*., 2009; Cleiss‐Arnold *et al*., 2010; Andres *et al*., 2013).

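The 8 *aio* genes that Table S5 places in cluster 27 were all called higher with As(III) at 24 and 72 h, and 7 of them at 48 h. Without the near-empty pair 5 were called at 24 h and 5 at 48 h. At 24 h 4 were called without replicate 3, 5 without replicate 2, and 4 without replicate 1 or 3 of 24 h without As(III) or replicate 3 of 24 h with As(III). The calls at 48 h rest on the single library without As(III). Their median log2 fold changes at the 3 times were 2.68, 3.17 and 4.68, and at 72 h the median was 4.09 with the size factors of DESeq2 and 5.48 with the library size alone. The gene *aioB* (3668219 to 3668758, minus strand) increased from 17.4 ± 0.0543 (SD, n = 2) to 1196 ± 145 (SD, n = 3) at 72 h, a log2 fold change of 6.16 (standard error 0.37, adjusted p = 2.51e-11). The phosphate genes *phoU*, *pstB* and *pstA*, between positions 3453156 and 3455651 on the minus strand, had a median log2 fold change of 0.94 at 24 h, 1.49 at 48 h and 1.35 at 72 h. Of these 3 genes, 1 was called at 24 h, 2 at 48 h and 3 at 72 h. When a replicate or a library was left out, the number ranged from 0 to 3 at 24 h and at 48 h and from 1 to 3 at 72 h, and the call at 24 h was also lost without the near-empty pair. With the size factors of DESeq2 the median at 72 h was 0.72 and the calls at that time were lost. Adjusted over the list alone, 3, 2 and 3 were called, but the lists were chosen on these libraries.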

**Figure 4:**
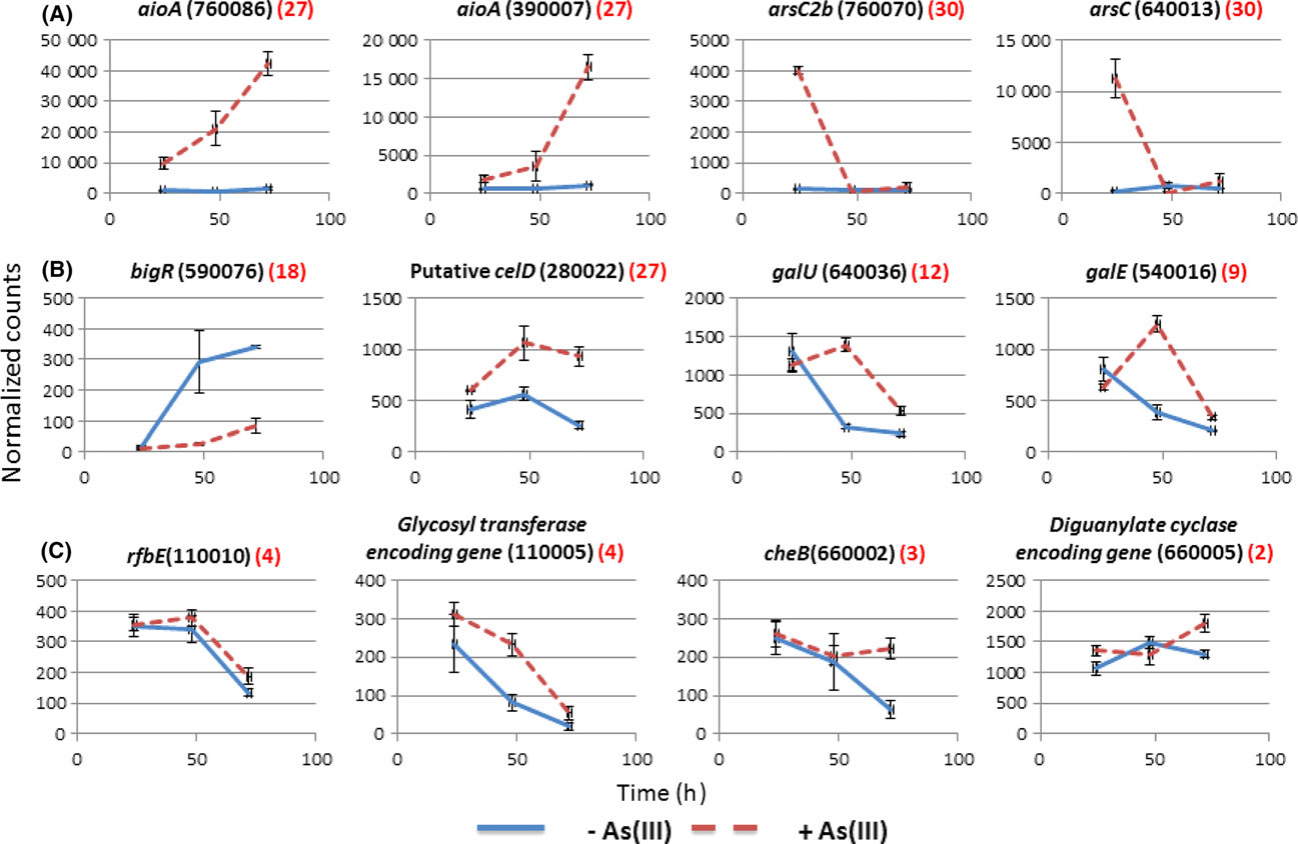
Expression patterns obtained using the RNA‐seq approach for genes involved in (A), arsenic response, (B) biofilm formation or (C) found in *che* or *rfb* islets; the black number in bracket correspond to the CDS number according to the genome sequence data (MAGE platform (http://www.genoscope.cns.fr/agc/microscope/home/)). The red number in bracket corresponds to the number of the cluster in which the gene was classified according to hierarchical classification performed in this study.

#### Expression kinetics of the genes potentially involved in the biofilm regulation or architecture

Among all these regulated genes, we focused on genes potentially involved in the architecture of biofilm or in the regulation of biofilm development, as well as on genes involved in motility, a process linked to the biofilm development or dispersal processes. 

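Table S5 marks 58 of its 138 genes as increasing during biofilm development, and 55 of them were called higher in at least 1 of the comparisons between 24, 48 and 72 h without As(III). Among them is the flagellin gene CDS 640190 (2937303 to 2938778, plus strand), which increased from 8361 ± 4930 (SD, n = 3) at 24 h to 277000 ± 87000 (SD, n = 2) at 72 h, a log2 fold change of 4.84 (standard error 1.07, adjusted p = 3.27e-04).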

Several genes involved in flagellar motility, twitching motility, chemotaxis and exopolysaccharides production, were found in the clusters of genes whose expression increased during biofilm development (Table S5). However, As(III) had a negative effect on the expression of some of these genes, suggesting that these genes may play different roles in arsenite‐exposed versus non‐arsenite‐exposed biofilms (Table S5). Among these genes were found *bigR* encoding a transcriptional repressor of genes involved in biofilm development in several bacteria (Barbosa and Benedetti, 2007) and two genes encoding diguanylate cyclases, which are also known to be involved in the regulation of biofilm development (Fig. 4B). Similarly, the expression of at least 25 genes involved in cell motility (flagellar or twitching motility or chemotaxis) was induced during biofilm development in the absence of As(III), but repressed by As(III) (Table S5).

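Of the 48 genes that Table S5 marks as lower with As(III), 43 were called lower at 24, 48 or 72 h. At 72 h the level of *cheY* (2910254 to 2910658, minus strand) was 442 ± 57.9 (SD, n = 3) with As(III) and 9356 ± 2360 (SD, n = 2) without it, a log2 fold change of -4.30 (standard error 0.36, adjusted p = 3.15e-09).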

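The gene *bigR* (2589732 to 2590076, minus strand) increased without As(III) from 3.45 ± 0.583 (SD, n = 3) at 24 h to 45.5 (n = 1) at 48 h and 69.6 ± 0.181 (SD, n = 2) at 72 h. With As(III) its levels were 2.04 ± 0.781 (SD, n = 3), 5.56 ± 1.40 (SD, n = 3) and 17.4 ± 4.99 (SD, n = 3). The effect of As(III) was not called at 24 h, where the log2 fold change was -0.69 (standard error 0.26, adjusted p = 0.0592). It was -3.01 (standard error 0.26, adjusted p = 6.11e-09) at 48 h and -2.21 (standard error 0.24, adjusted p = 9.57e-08) at 72 h. When the usable library at 48 h without As(III) was left out, the value at 48 h was 8.00 and not called. The median of all genes was then 11.64, so 8.00 does not show a reversal. The diguanylate cyclase genes CDS 140007 (650191 to 652590, plus strand) and CDS 340037 (1457563 to 1458657, plus strand, marked as a fragment) decreased with As(III). Their log2 fold changes at 48 h were -1.01 (standard error 0.19, adjusted p = 1.04e-04) and -1.81 (standard error 0.19, adjusted p = 5.21e-08). At 72 h they were -0.76 and -1.58, and both were called (adjusted p = 2.01e-04 and 1.49e-08). They were the 2 diguanylate cyclases of Table S5 called lower at these times. With the size factors of DESeq2, 1 was called lower at 48 h and 2 at 72 h, and with the library size alone 1 at each time. When a replicate or a library was left out, the number ranged from 0 to 2 at 48 h and from 1 to 2 at 72 h.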

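In Table S5, 25 genes of the COG class for cell motility carry a plus for biofilm development and a minus for As(III). Of these, 23 were called higher at 72 h than at 24 h without As(III), with a median log2 fold change of 2.39. With As(III), 15 were called lower at 48 h (median -2.14) and 14 at 72 h (median -1.20), where 1 gene was called higher. The median at 72 h kept its sign under both other scalings, at -1.84 with the size factors of DESeq2 and -0.37 with the library size alone. The counts at that time moved with the scaling: 20 were called lower with the former, and 6 lower and 4 higher with the latter. Over the 3 times, 21 were called lower only, 1 was called in both directions and 3 were not called. Adjusted over the list alone, 15 were called lower at 48 h and 15 at 72 h, but the list was chosen on these libraries.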

In contrast, the expression of 12 other genes involved in motility (in twitching and flagellar motility) was repressed during biofilm development, but induced in the presence of As(III) (Table S5). Similarly, the rates of expression of four genes which may be involved in EPS synthesis during biofilm development (*galE* 540016, *galU* 640036, *waaE* 30303 and a CelD‐like, 280022) and three genes uncoding diguanylate cyclase increased (at least between 24 and 48 h of growth) in the presence but not in the absence of As(III) (Table S5 and Fig. 4B). 

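The 12 motility genes with a minus for biofilm development and a plus for As(III) had a median log2 fold change of -1.53 from 24 to 72 h without As(III), and 9 of them were called lower. With As(III), 6 were called higher at 48 h (median 0.92) and 5 at 72 h (median 0.33). The median at 72 h was -0.28 with the size factors of DESeq2, and 1.15 with the library size alone, so its sign depended on the scaling. With the former, 3 genes were called higher and 1 lower. Over the 3 times 10 of the 12 were called higher.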

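Between 24 and 48 h with As(III), the *celD*-like gene (CDS 280022, 1097722 to 1098876, minus strand) increased by a log2 fold change of 0.81 (standard error 0.16, adjusted p = 1.8e-04). Over the same interval *galU* (CDS 640036, 2788156 to 2789043, minus strand) changed by 0.28 (standard error 0.13, adjusted p = 0.0592) and *waaE* (CDS 30303, 407306 to 408079, plus strand) by -0.20 (standard error 0.12, adjusted p = 0.141), and neither was called. Without As(III), *galU* and *waaE* decreased, with log2 fold changes of -2.12 and -1.59 (adjusted p = 3.12e-08 and 2.29e-07), and CDS 280022 changed by 0.55 and was not called. These decreases rest on the single usable library at 48 h. Table S5 holds 11 diguanylate cyclase genes, and 5 were called higher at 48 h than at 24 h with As(III). Of these, CDS 160031 (729139 to 731397, minus strand) increased by 1.57 (standard error 0.21, adjusted p = 1.35e-06) and CDS 50092 (524397 to 527201, plus strand) by 0.63 (standard error 0.13, adjusted p = 2.31e-04), and neither was called without As(III). CDS 570026, 140008 and 30027 increased by 1.34, 0.93 and 0.92 with As(III) and by 1.82, 1.84 and 1.06 without it, and all were called in both conditions.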

The CelD‐like gene (280022) was found in the genome in the vicinity of a diguanylate cyclase encoding gene, and both genes were included in the same arsenic‐induced cluster 27 (Table S5). These genes may have enabled the cells to produce specific components in the presence of As(III) by changing the characteristics of the biofilm matrix in the presence of the toxic metalloid. 

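CDS 280028, annotated as a diguanylate cyclase with a PAS/PAC sensor, lies at 1104320 to 1106023, plus strand. Its log2 fold change with As(III) was 0.43 (standard error 0.12, adjusted p = 0.0171) at 24 h, 0.41 (standard error 0.19, adjusted p = 0.0523) at 48 h and 1.30 (standard error 0.15, adjusted p = 2.06e-07) at 72 h, and only the last was called. Its level at 72 h was 138 ± 21.1 (SD, n = 3) with As(III) and 60.3 ± 6.86 (SD, n = 2) without it.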

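Whether the effect of As(III) differed between 2 times was tested as an interaction. It differed for 1536 genes between 24 and 48 h, for 1249 genes between 24 and 72 h and for 948 genes between 48 and 72 h. Of the 23 genes that the paper's text or Fig. 4 gives by name or number, 11, 14 and 8 were among them. The first and the last of these comparisons rest on the single usable library at 48 h without As(III): when it was left out, edgeR called 8 genes in the last and 0 in the first, with 7 lower and 241 higher at an unadjusted p under 0.05. DESeq2, which was not run without that library, called 662 genes in the first from all 18. Between 24 and 72 h, 1106 genes were called with replicates 1 and 2 of 72 h without As(III) summed, and 551 without replicate 1.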

All in all, these findings show that the pattern of gene expression involved in biofilm development or dispersal differed, depending on whether As(III) was present or not.

#### Expression kinetics of genes found in the ‘rfb islet’ and ‘che islet’

Lastly, we examined specifically the patterns of expression of the genes found to occur in the three GEIs identified by genomic comparisons, which contained *rfb* genes and *che* genes (Fig. 4C and Table S5). Interestingly, the patterns of expression of the *rfb* and *che* genes varied during the biofilm development or in response to As(III). The ‘*rfb* islet’ contained 25 genes, 23 of which were detected in some of our clusters, mostly in clusters where genes are less strongly expressed in the presence than in the absence of As(III) (Table S5). However, four genes (110003, 110004, 110005 and 110010 (*rfbE*)) were included in cluster 4, and their rates of expression were slightly higher in the presence than in the absence of As(III) (Fig. 4C and Table S5). 

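Of the 25 genes of the '*rfb* islet', 10 were called lower only with As(III) at 24, 48 or 72 h, 3 higher only, 1 (the LemA family gene) in both directions and 11 in neither. At 48 h 7 were called lower and 3 higher (median log2 fold change -0.62), and at 72 h 8 were called lower and 1 higher (median -0.35). The balance at 48 h changed with the scaling, to 3 lower and 4 higher with the size factors of DESeq2 (median -0.06) and 3 lower and 6 higher with the library size alone (median -0.16). So did that at 72 h: 12 were called lower with the size factors of DESeq2 (median -0.94), and 3 lower and 10 higher with the library size alone (median 0.48). The counts were the same when adjusted over the list alone. The largest decrease was that of CDS 110023, a conserved protein of unknown function (625493 to 625666, plus strand), with a log2 fold change of -3.90 (standard error 0.25, adjusted p = 6.56e-11) at 72 h.

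**Figure D4:**
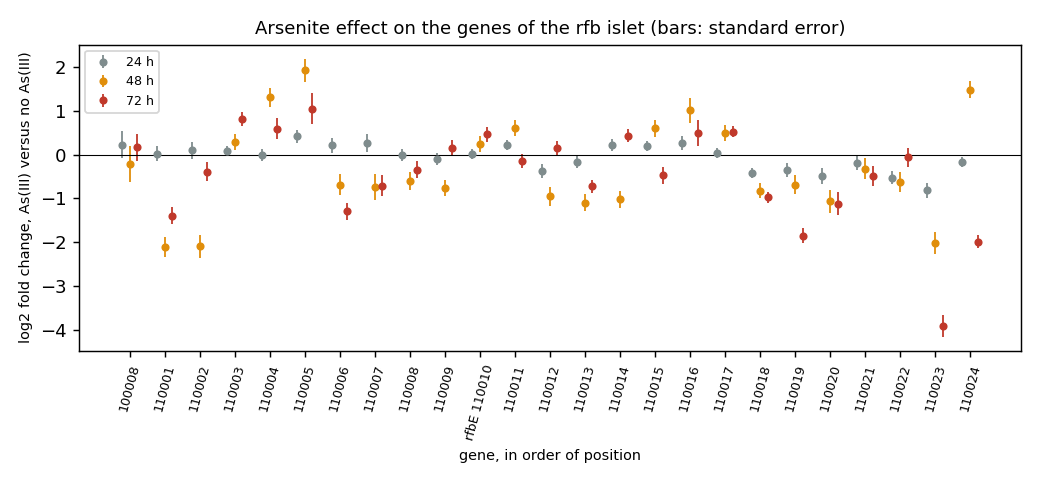
Log2 fold change with As(III), with its standard error, of the 25 genes of the '*rfb* islet' in order of position, at 24 h, 48 h and 72 h. CDS 110023 lies lowest, at -3.90 at 72 h; the median of the 25 genes at that time is -0.35 as plotted, -0.94 with the size factors of DESeq2 and 0.48 with the library size alone.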

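The level of *rfbE* (CDS 110010) with and without As(III) was 79.3 ± 7.25 (SD, n = 3) and 64.5 (n = 1) at 48 h and 39.5 ± 5.28 (SD, n = 3) and 26.5 ± 3.72 (SD, n = 2) at 72 h. Its log2 fold change was 0.01 (standard error 0.12, adjusted p = 0.969) at 24 h, 0.24 (standard error 0.18, adjusted p = 0.236) at 48 h and 0.46 (standard error 0.17, adjusted p = 0.0211) at 72 h, and the gene was called at none of these times, although it was called at 72 h with the library size alone as scaling. CDS 110003, a conserved membrane protein (610653 to 612815, plus strand), was called at 72 h, with 0.81 (standard error 0.16, adjusted p = 1.94e-04), and not at 48 h (0.29). Its call at 72 h held in 13 of 20 alternative analyses and was lost, among others, with the size factors of DESeq2, with the test of DESeq2 and without replicate 1. CDS 110004, another conserved membrane protein (612818 to 614839, plus strand), and the glycosyl transferase CDS 110005 were called at 48 h, with 1.30 (standard error 0.22, adjusted p = 2.53e-05) and 1.92 (standard error 0.26, adjusted p = 2.27e-06). Their values at 72 h were 0.59 and 1.05 and were not called (adjusted p = 0.0364 and 0.0198). The calls at 48 h were lost when the usable library without As(III) was left out.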

Among the 27 genes detected in RGP5 in *Tm*. sp. CB2 but not in the other strains, expression of five genes was repressed by As(III), whereas six genes showed higher rates of expression in the presence than in the absence of As(III) after 48 h of growth (Table S5). 

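Among the 24 genes of RGP5 in Table S5, 7 were called higher and 4 lower with As(III) at 48 h, with a median log2 fold change of 0.61. With the size factors of DESeq2 10 were called higher and 1 lower at that time (median 1.13), and with the library size alone 11 and 1 (median 1.03). At 72 h 3 were called higher and 7 lower (median -0.28), and the balance at that time depended on the scaling: 12 were called lower with the size factors of DESeq2 (median -0.92), and 9 higher and 3 lower with the library size alone (median 0.55). Without replicate 1, 4 were called lower at 72 h. Over the 3 times, 9 genes were called lower only, 7 higher only and 8 were not called. The numbers at 48 h rest on the single library without As(III). The largest increase at 48 h among the called genes was that of CDS 240021, a conserved protein of unknown function (1030992 to 1031711, minus strand), with a log2 fold change of 2.27 (standard error 0.25, adjusted p = 1.61e-07). At 72 h CDS 240015, an exported protein of unknown function (1020979 to 1022736, minus strand), decreased from 7585 ± 211 (SD, n = 2) to 727 ± 67.7 (SD, n = 3), with a log2 fold change of -3.40 (standard error 0.27, adjusted p = 1.26e-09).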

Concerning the genes found in the *che* island, we observed that the rates of expression of gene 660005, which encodes a diguanylate cyclase, *cheBDR*, 920002 (*cheW*), 920003 and 920004, which encode two methyl‐accepting chemotaxis sensory transducers, and 660006, which encodes a protein having an unknown function, were higher in the presence than in the absence of As(III) after 72 h of growth (Fig. 4C and Table S5). In contrast, loci 660001 and 920001 encoding methyl‐accepting chemotaxis sensory transducers were less strongly expressed in the presence than in the absence of As(III) (Table S5). 

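At 72 h with As(III), 7 of the 10 genes of the '*che* islet' were called higher and 2 lower, with a median log2 fold change of 1.81, and with the size factors of DESeq2 6 were called higher and 2 lower (median 1.19). With the test of DESeq2 on all 18 libraries, *cheB*, *cheD* and CDS 920003 and 920004 lost their call. Each kept it with DESeq2 on 16 libraries, chosen after the data were seen. The log2 fold changes were 1.98 (standard error 0.25, adjusted p = 7.58e-07) for *cheB*, 1.64 (standard error 0.23, adjusted p = 3.28e-06) for *cheD* and 2.17 (standard error 0.17, adjusted p = 1.48e-09) for *cheR*. Those of *cheW* (CDS 920002), of CDS 920003 and of CDS 920004, which the annotation gives as a protein of unknown function (3872260 to 3872508, minus strand), were 1.97 (standard error 0.18, adjusted p = 1.17e-08), 1.01 (standard error 0.18, adjusted p = 4.21e-05) and 2.17 (standard error 0.21, adjusted p = 1.54e-08). CDS 660006 (2965638 to 2965781, minus strand) increased from 5.08 ± 2.03 (SD, n = 2) to 28.5 ± 3.25 (SD, n = 3), with a log2 fold change of 2.91 (standard error 0.28, adjusted p = 1.7e-08). The diguanylate cyclase CDS 660005 was not called, with 0.53 (standard error 0.14, adjusted p = 0.00282) and levels of 380.2 ± 34.3 (SD, n = 3) with As(III) and 261 ± 18.8 (SD, n = 2) without it, and was called with the library size alone as scaling. At 24 h the median of the 10 genes was 0.46 and at 48 h it was -0.21, a time at which the median was 0.30 with the size factors of DESeq2.

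**Figure D5:**
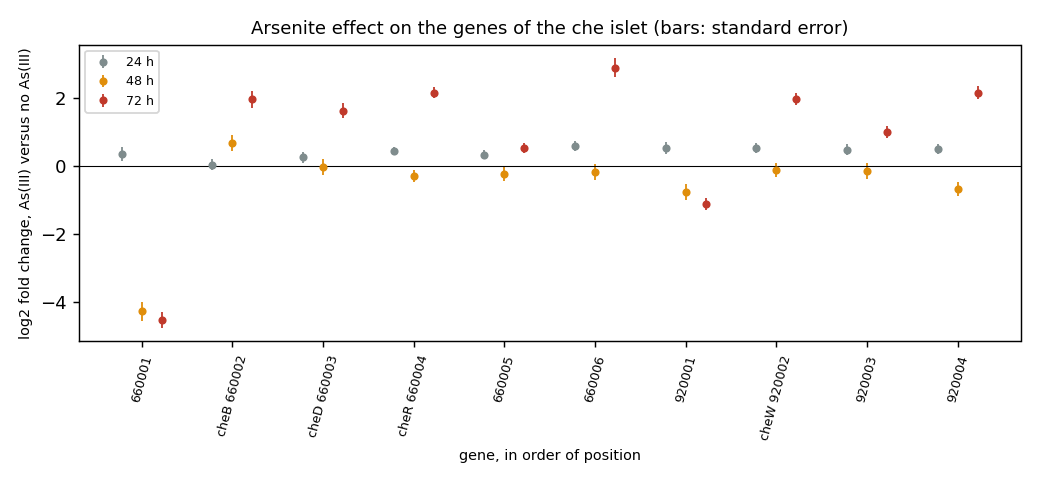
Log2 fold change with As(III), with its standard error, of the 10 genes of the '*che* islet' in order of position, at 24 h, 48 h and 72 h. At 72 h 8 genes lie above 0 and CDS 660001 lies lowest, at -4.53; with the size factors of DESeq2 7 genes lie above 0 at that time.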

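Without As(III), the level of CDS 660001 (2958884 to 2959837, minus strand) increased from 53.8 ± 3.48 (SD, n = 3) at 24 h to 6910 ± 2030 (SD, n = 2) at 72 h, and with As(III) it was 68.9 ± 8.55 (SD, n = 3) and 277 ± 18.1 (SD, n = 3). Its log2 fold change with As(III) was 0.35 (standard error 0.21, adjusted p = 0.24) at 24 h, -4.28 (standard error 0.28, adjusted p = 1.16e-10) at 48 h and -4.53 (standard error 0.24, adjusted p = 3.71e-12) at 72 h. CDS 920001 (3868398 to 3869882, minus strand) was called at 72 h, with -1.12 (standard error 0.18, adjusted p = 2.08e-05), and not at 48 h (-0.77, adjusted p = 0.00946). With the library size alone as scaling, the decrease of CDS 920001 at 72 h was not called.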

Altogether, these results show that the expression of the genes occurring in these GEIs identified by genomic comparisons is regulated in response to As(III), which suggests that they are probably involved in the responses of *Thiomonas* sp. CB2 to As(III) during biofilm development.

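The difference between the As(III) effects at 24 and 72 h was called for 6 genes of the '*che* islet' with a rise and 2 with a fall and, with a fall only, for 5 genes of the '*rfb* islet' and 7 genes of RGP5. Adjusted over the list alone, the numbers were the same. Over all genes the scaling moved the balance of this difference, from 614 lower and 635 higher to 1246 and 138 with the size factors of DESeq2. With the library size alone it was 239 and 1863. The rises and falls of the genes in these lists can therefore depend on the scaling. From the changes of these genes with As(III), the paper concludes that the genes of the islands are regulated in response to As(III), and proposes that they take part in the response of *Tm.* sp. CB2 to As(III) during biofilm development.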

## Discussion

In previous studies, we established that *Tm*. spp. 3As, CB1, CB2, CB3 and CB6 differ in their ability to degrade urea and to resist or oxidize As(III), depending on whether GEIs are present or absent (Farasin *et al*., 2015; Freel *et al*., 2015). In this study, we showed that *Tm*. spp. CB1, CB2 and CB3 present various capacities in the processes of motility and biofilm development in response to As(III). Based on crystal violet staining of the biofilm and motility tests, two groups of strains were identified. Interestingly, these two groups of strains are the same as those which emerged from previous analysis (Farasin *et al*., 2015; Freel *et al*., 2015): (i) *Tm*. sp. CB1 is mobile in the presence of As(III) and either produce relatively low amounts of biofilm and/or the biofilm is not strongly attached to the surface; (ii) *Tm*. spp. CB2 and CB3 were not mobile even in the presence of As(III) and produced larger amounts of biofilm and/or adhered more efficiently or faster to the surface than *Tm*. sp. CB1. These observations suggest that biofilm formation may compete with flagellar motility in these bacteria, and in some cases, that the motility strategy is favoured rather than biofilm formation in the presence of toxic metals. In other arsenic‐resistant bacteria, it has also been established that As(III) influences both motility and biofilm formation (Marchal *et al*., 2010; Andres *et al*., 2013). In *Herminiimonas arsenicoxydans* ULPAs1 and *Rhizobium* sp. NT26, As(III) induces swimming motility, delays the initiation of biofilm formation and reduces the amount of biofilm formed (Marchal *et al*., 2010; Andres *et al*., 2013). This pattern was therefore similar to what we observed in the present study with *Tm*. sp. CB1, but differs from what we observed here with *Tm*. spp. CB2 and CB3.

The strains *Tm*. spp. CB1 and CB2 were able to synthesize a flagellum in both the presence and absence of As(III) in the liquid growth medium (Fig. S1B). This observation suggests that the difference of motility observed in this study between these two strains was due to a functional difference between the flagella or the chemotaxis in response to As(III). In contrast, none or a very short flagellum was observed in strain CB3, whether or not As(III) was present in the liquid growth medium (Fig. S1B), suggesting a defective flagellum synthesis process in this strain.

Concerning the ability to form biofilms, we observed that the matrix composition probably differed from one strain to another. Our confocal microscopy studies showed that *Tm*. sp. CB1 produced similar amounts of exopolysaccharides to *Tm*. spp. CB2 and CB3 within 24 h. However, this strain may be more susceptible to the washing steps. It was previously established that rhizobial and burkholderial exopolysaccharides are strain‐specific heteropolymers. The great diversity of the chemical structures involved has been attributed to the expression of different enzymes in closely related bacteria (Ferreira *et al*., 2011; Janczarek, 2011). Genomic comparisons suggest that in *Thiomonas*, the ‘*eps* island’ and the ‘*rfb* islets’ may be at the origin of the differences in the matrix composition and physicochemical properties observed between *Tm*. sp. CB1 on the one hand and *Tm*. spp. CB2 and CB3 on the other hand. The exopolysaccharides produced thanks to the *eps* genes in some strains, and the *rfb* gene in other strains may be chemically different. In addition, the biofilm matrices of *Tm* sp. CB2 and CB3 are also probably different as the present confocal analysis showed differences in the architecture and in the effects of the incubation time and exposure to As(III) on biofilm formation: in the case of *Tm* sp. CB2, As(III) was found to have positive effects on the matrix formation after 72 h of growth, whereas in that of *Tm* sp. CB3, the opposite effect was observed at this time point. One GEI, RGP5, was found only in *Tm*. sp. CB2 and contains genes regulated in response to As(III) during biofilm development. Therefore, this island may be in part at the origin of the differences observed between *Tm*. spp. CB2 and CB3.

RNA‐seq experiments performed on *Tm*. sp. CB2 showed that the expression of several genes involved in biofilm development was regulated in response to As(III) in this strain. This may explain the differences observed between the polysaccharide levels in the presence and absence of As(III). The regulation of biofilm formation in response to As(III) in *Tm* sp. CB2 probably requires several regulatory cascades, as previously suggested in the case of other bacteria (Verstraeten *et al*., 2008; Janczarek, 2011; Fazli *et al*., 2014). In the present study, we observed that As(III) had negative effects on the expression of the *bigR* gene encoding a transcriptional repressor of genes involved in biofilm formation in several bacteria (Barbosa and Benedetti, 2007) and genes encoding diguanylate cyclases, known to be involved in biofilm regulation via c‐di‐GMP (Fazli *et al*., 2014; Heindl *et al*., 2014; Martínez and Vadyvaloo, 2014). As(III) may therefore regulate biofilm synthesis via these regulators in *Tm* sp. CB2. In addition, the expression of genes probably involved in the formation of the exopolysaccharides composing the matrix was induced in the presence of As(III). Among them, we highlighted *rfbE* a gene occurring on GEIs; *galE* (540016) and *galU* (640036) involved in galactose‐containing exopolysaccharides; *waaE* (30303) involved in LPS modifications, which is necessary for biofilm production in *Yersinia pestis*, and one gene encoding an Acyl‐CoA‐N‐acetyltransferase; and a CelD‐like protein (280022) involved in cellulose synthesis in *Agrobacterium tumefaciens* and attachment to surfaces (Barnhart *et al*., 2014; Liu *et al*., 2016). 

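At 48 h the log2 fold change with As(III) was 2.19 (standard error 0.22, adjusted p = 3.72e-08) for *galU*, 1.70 (standard error 0.19, adjusted p = 1.62e-07) for *waaE* and 0.78 (standard error 0.25, adjusted p = 0.0081) for the *celD*-like gene, of which the last was not called. These values rest on the single usable library without As(III). At 72 h, where all conditions had more than 1 library, the values were 1.14 (standard error 0.17, adjusted p = 4.75e-06), 0.55 (standard error 0.14, adjusted p = 0.00179) and 1.96 (standard error 0.20, adjusted p = 3.6e-08), and *waaE* was not called. The levels of the *celD*-like gene at 72 h with and without As(III) were 196 ± 20.1 (SD, n = 3) and 54.5 ± 8.95 (SD, n = 2). At 72 h *galU* lost its call with the size factors of DESeq2, with the test of DESeq2 and without replicate 1. The call of the *celD*-like gene at 72 h was lost with the test of DESeq2. Both genes kept their call with DESeq2 on 16 libraries, chosen after the data were seen.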

Our RNA‐seq experiments also showed that large proportions of genes with an unknown function were present in the clusters of genes whose expression increased or decreased during biofilm development, which suggests that other genes which have not yet been characterized may be involved in matrix formation or biofilm regulation. To test this hypothesis, it will be necessary to develop genetic tools to obtain mutants of these *Thiomonas* genes.

Biofilm formation and motility are two closely related processes, and some regulatory pathways are common to the two processes enabling bacteria to switch from a sessile lifestyle in a biofilm to the mobile planktonic lifestyle (Martínez and Vadyvaloo, 2014; Hobley *et al*., 2015; Nagar and Schwarz, 2015). In *Tm*. sp. CB2, the clusters of genes whose expression increased during biofilm development contain genes involved in flagellar motility, twitching motility and chemotaxis. Although the flagella play a role in the adhesion of some bacteria to surfaces (Stoodley *et al*., 2002; Hall‐Stoodley *et al*., 2004), the genes involved in their synthesis are normally repressed during the biofilm development (Fazli *et al*., 2014; Heindl *et al*., 2014; Martínez and Vadyvaloo, 2014). It is likely that after 24 h of growth, the transition from the planktonic to the biofilm mode had already started in *Thiomonas* sp. CB2 and that the induction of flagellar gene expression reflects the dispersion of a subpopulation. Biofilm formation, twitching and swimming motility may be co‐regulated in *Thiomonas* as in other bacteria (Guttenplan and Kearns, 2013; Tamar *et al*., 2016). 

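Of the 50 genes that Table S5 assigns to the flagellar locus, 12 were called higher only with As(III) at 24, 48 or 72 h, 22 lower only, 1 (CDS 640196) in both directions and 15 in neither. At 48 h 10 were called higher and 17 lower (median log2 fold change -0.23), but the excess of lower calls depended on the scaling, with 16 higher and 15 lower under the size factors of DESeq2 (median 0.32) and 16 and 18 under the library size alone (median 0.18). At 72 h 5 were called higher and 14 lower (median -0.27). The balance at 72 h depended on the scaling: 23 were called lower with the size factors of DESeq2 (median -0.89), and 21 higher and 7 lower with the library size alone (median 0.55). Without As(III), 29 of the 50 genes were called higher at 72 h than at 24 h and 11 lower.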

We observed the induction of expression of 12 genes and repression of 25 genes found in the flagellar locus in response to As(III), which suggests that this process was tightly regulated by As(III) during the biofilm development in *Tm*. sp. CB2. It was notably observed that the *cheBDR* genes and one gene encoding a diguanylate cyclase, known to be involved in the regulation of both motility and biofilm formation and found on the ‘*che* islets’, were induced in the presence of As(III) after 72 h of growth. The induction of expression of these genes may modulate motility and perhaps increase the number of motile cells exposed to As(III), causing their dispersal as previously observed (Marchal *et al*., 2011).

In conclusion, the results obtained in this study show that biofilm biosynthesis in *Thiomonas* strains varies from one strain to another in the same species and involves several genes involved in the regulation of this process but also in motility. As biofilms and motility could be involved in niche colonization, the differences observed between the *Thiomonas* strains in these two processes may reflect different modes of adaptation to their ecological niches. On one hand, the biofilm formation may be promoted in *Tm*. spp. CB2 and CB3 in response to As(III), to protect the cells against the environmental constraints. On the other hand, *Tm*. sp. CB1 may favour the swimming process in the presence of As(III), to migrate actively to more suitable environments. *Tm*. spp. 3As, CB1 and CB6 have many GEIs in common, as for example the ‘*eps* island’, as well as functional similarities and may constitute a particular ecotype at the Carnoulès site in France (Arsène‐Ploetze *et al*., 2010; Farasin *et al*., 2015; Freel *et al*., 2015). Therefore, the three strains 3As, CB1 and CB6 may occupy different niches than strains CB2 and CB3 in the Carnoulès DMA. As biofilm formation and motility are both regulated by As(III), the present findings suggest that these processes are probably closely linked and flexible processes, which contribute importantly to the ability of these bacteria to resist to As(III).

## Material and methods

### Bacterial strains and growth conditions

*Thiomonas* spp. CB1, CB2 and CB3 were isolated from the Carnoulès AMD (Gard, France) (Bryan *et al*., 2009; Arsène‐Ploetze *et al*., 2010). They were grown *in vitro* on modified 126 medium (m126) as previously described (Bryan *et al*., 2009). As(III) was added at the concentration required from a sterile stock of 667 mM obtained with NaAsO_2_ salts (Prolabo, Fontenay‐sous‐bois, France). Biofilm cell cultures were performed in 12‐well polystyrene plates (Nunc) for crystal violet detection assays, 6‐well plates (Nunc) for RNA‐seq experiments and glass‐bottom 12‐well plates (InVitroScientific) for confocal microscopy analysis; 1 or 2.75 ml of m126 (in the case of 12‐well and 6‐well plates respectively) supplemented or not with As(III) was inoculated with exponential cell culture to a final concentration of 1%. The plates were then incubated under stagnant conditions at 30°C, and the medium was renewed after 24 h to prevent nutrient depletion.

### Crystal violet detection assay

Biofilms were grown in polystyrene 12‐well plates for 72 h as described above with three wells under each condition. The medium was removed from the wells, which were rinsed with 1 ml of physiological water (NaCl = 9 g l^−1^). The plates were then dried at 30°C for 20 min before adding 1 ml of 0.1% crystal violet and incubating them again at 30°C for 20 min. The crystal violet was removed, and the plates were rinsed again to eliminate any excess of crystal violet; 1 ml of ethanol 95% was added before re‐suspending the crystal violet diluted at 1:4 in ethanol 95% in a 96‐well plate, and the O.D was measured at 595 nm using a plate reader. Three experiments were performed with three independent cell cultures.

### Motility assays

One microliter of drop of an exponential liquid cell culture adjusted to DO ~ 0.002 was deposited on a m126 0.3% agar plate, supplemented or not with 2.67 or 5.33 mM of As(III). The plates were incubated at 30°C for 7 days.

### Transmission electron microscopy and confocal laser scanning microscopy

Transmission electron microscopy (TEM) was used to observe whether flagella were synthetized. Bacteria were deposited on a formvar grid 300 mesh, and TEM observations were made without staining as previously described (Arsène‐Ploetze *et al*., 2010). Confocal Laser Scanning Microscopy (CLSM) was used to observe the biofilm architectures. Biofilms were grown in glass‐bottom 12‐well plates as described above and stained with SYTO9 (SYTO^®^ 9 green; Life Technologies) 2.5 μM to detect bacterial cells, propidium iodide 2.5 μM to detect dead cells, and 100 μg ml^−1^ tetramethylrhodamine conjugate of ConA (Life Technologies) was used to stain glucose/mannose biofilm matrices (Life Technologies). After a 30 min period of incubation in darkness for 30 min, Z‐stacks of horizontal plane images were acquired in 1 μm steps using CLSM (Leica TCS SP8, MIMA2 microscopy platform) with a ×63 immersion lens. Two stacks were acquired randomly on three independent samples. Images (512 × 512 pixels) were recorded at an excitation wavelength of 488 nm and emission wavelengths ranging from 495 to 547 nm with SYTO9, from 657 to 757 nm with propidium iodide and at an excitation wavelength of 561 nm and emission wavelengths ranging from 567 to 589 nm with tetramethylrhodamine conjugate of ConA. Simulated 3D fluorescence projections were generated using imaris 7.0 software (Bitplane, Zürich, Switzerland). Bacterial cells (SYTO9) and mannose/glucose exopolysaccharides (ConA) were quantified from series of images using ICY (http://icy.bioimageanalysis.org/) as described previously (Sanchez‐Vizuete *et al*., 2015). Statistical analyses were performed using r (https://www.r-project.org/).

Dead cells were observed after propidium iodide labelling (Life Technologies); however, the volumes of dead cells could hardly be quantified with accuracy as the labelling with propidium iodide gave a high background noise in those samples. Attempts to detect proteins, lipids or DNA in the matrix using Ruby (FilmTracer™ SYPRO^®^; Life Technologies), FM 1‐43 (FilmTracer™ FM^®^; Life Technologies) and DDAO (7‐Hydroxy‐9H‐(1,3‐Dichloro‐9,9‐Dimethylacridin‐2‐One); LifeTechnologies) stainings, respectively, were unsuccessful. It was therefore impossible to detect the presence of any matrix compounds other than exopolysaccharides.

### Genomic comparisons

The CB2, CB1 and CB3 genomes analysed in this study were obtained previously (Freel *et al*., 2015) and integrated into the MicroScope platform (Vallenet *et al*., 2006, 2013) for analysis. The genome accession numbers of *Tm*. spp. CB2, CB1 and CB3 (EMBL database) are LK931581–LK931672, LN831666–LN831688 and LN831730–LN831775 respectively. These genomes were compared using the RGP finder tool provided with the MaGe platform (http://www.genoscope.cns.fr/agc/microscope/home/) to identify the GEIs present. The RGP Finder method starts by identifying synteny breaks between a query genome and other closely related genomes. It then searches for HGT features (tRNA hotspots, motility genes) and for the presence of any compositional bias [AlienHunter (Vernikos and Parkhill, 2006), SIGI‐HMM (Waack *et al*., 2006) and GC deviation computation] in the query genome (https://www.genoscope.cns.fr/agc/microscope/compgenomics/genomicIsland.php?act=logout).

### RNA extraction

Biofilms were grown in 6‐well plates as described above, eight plates under each condition. After a 24 h period of incubation at 30°C, the mobile phase was gently removed and the medium was renewed when further incubation was required (48 or 72 h periods of incubation). After 24, 48 or 72 h, the growth was stopped by incubating at 4°C, the mobile phase was gently removed, and 1.5 ml of physiological water was added. Biofilms were scraped on ice using a cell scraper (Biologix), centrifuged at 8000 ***g*** for 15 min at 4°C and stocked at −80°C. Three replicates from three independent cell cultures were obtained. RNA extraction was performed as described previously (Marchal *et al*., 2011) with the following modifications: cell lysis was obtained by shaking the tubes using a Retsch disruptor during three 30 s cycles and centrifuging them at 16 000 ***g*** for 5 min at 4°C. The aqueous phases were then transferred to fresh tubes and treated with Trizol as described previously (Marchal *et al*., 2011).

### RNA sequencing

Enriched mRNA was obtained from 10 μg of total RNA using the rRNA capture hybridization approach from the RiboZero kit (Epicentre, Singapore), according to the manufacturer's instructions. For high‐throughput sequencing, non‐directional cDNA libraries were prepared from enriched fragmented mRNA using the RNA sample preparation kit, set A (Illumina, San Diego, CA, USA). Fragments of cDNA of ± 150 bp, ligated with Illumina adapters and amplified per PCR, were purified from each library. Quality and quantity were confirmed on a Bioanalyzer (Agilent, Santa Clara, CA, USA). Sequencing of 51 bases was performed in single‐end mode, using an Illumina instrument (Illumina).

### Bioinformatic analysis

Reads were cleaned of adapter sequences and low‐quality sequences using an in‐house program (https://github.com/baj12/clean_ngs). Only sequences at least 25 nt in length were considered for further analysis. bowtie (v 0.12.7) using standard parameters was used to align to the *Tm*. sp. CB2 genome (Langmead *et al*., 2009). Genes were counted using HTseq‐count (parameters: ‐m intersection‐nonempty, ‐s yes, ‐t gene) (Anders *et al*., 2015).

### Statistical analysis

Count data were analysed using r version 3.1.2 (R Development Core Team, 2011) and the Bioconductor package deseq2 version 1.6.2 (Love *et al*., 2014). Data were normalized with deseq2 and the default parameter. The dispersion estimation and the statistical test for differential expression were performed with default parameters (including outlier detection and independent filtering). The generalized linear model was set with various times (24, 48 and 72 h) and two condition (arsenic versus no arsenic) as the main effect, and time × condition as the interaction. The replicate effect was also included in the model as a blocking factor. Extracted contrasts included comparisons between arsenic and no arsenic at each time point, and pairwise comparisons between time points under each condition (arsenic and no arsenic). The time × condition interactions were also tested to detect any genes with which the time effect differed from one condition to the other (arsenic or no arsenic). Raw *P*‐values were adjusted for multiple testing using the Benjamini and Hochberg (BH) procedure (Benjamini and Hochberg, 1995), and any genes with an adjusted *P*‐value lower than 0.001 were taken to be differentially expressed. A hierarchical clustering based on the correlation distance and the Ward criterion was performed to exhibit *k* = 40 groups of homogeneous genes. The homogeneity of the clusters was checked manually by inspecting the profiles of all the genes in each. Several methods were tested, and the clustering procedure was optimized to obtain homogeneous profiles within each group. The input data used for the hierarchical clustering were the VST‐transformed count matrix (Love *et al*., 2014) containing the 18 samples, and all the genes found to be differentially expressed in at least one comparison. RNA‐seq data accession number (GEO accession number): GSE85410.

## Conflict of Interest

None declared.

## Author contributions

J. F., S. K., J. D., C. P., M. E. and A. H. performed research; J. F., H. V., M.‐A. D., B. J., R. B., J.‐Y. C. and F.A.‐P. analysed data; and J.F. and F.A.‐P. wrote the manuscript.

## Supporting information

**Fig. S1.** (A) Motility test. A 1 μl droplet of an exponential culture diluted to D.O_600_ = 0.002 was deposited on soft agar (agar 0.03%) without As(III) (upper panel), or in the presence of 2.67 mM (middle panel) or 5.33 mM of As(III) (lower panel). After 7 days of growth, a motility halo was observed for *Tm*. sp. CB1 in presence of As(III), revealing that these cells are mobile in these conditions. Scale bar: 2 mm. (B) Transmission electron microscopy (TEM) photography of *Thiomonas* spp. strains cultivated in liquid medium showing the presence of flagella in CB1 and CB2 but not in CB3. The absence of motility in *Tm*. spp. CB2 observed on soft agar (Fig. S1A) as compared to CB1 was likely due to a difference in the regulation of motility. Scale bar: 2 μm. Click here for additional data file.

**Fig. S2** Biofilm quantification of *Thiomonas* strains using crystal violet staining. The crystal violet staining revealed the attached cells and their biofilm matrix and was quantified by measuring the OD_595 nm_. Blue: performed without As(III); Yellow and red: performed in the presence of As(III) 2.67 and 5.33 mM, respectively. Box‐plot were drawn using r software (https://www.r-project.org/) and the package ggplot2 (https://cran.r-project.org/web/packages/ggplot2/index.html). Click here for additional data file.

**Fig. S3** Synteny of the ‘*che* islet’ in *Tm*. spp. CB1, CB2 and CB3 genomes. This RGP, containing genes involved in the regulation of motility and biofilm development, is present in the *Tm*. spp. CB2 and CB3 genome (in orange) but not in the *Tm*. sp. CB1 genome. This figure was realized using the easyfig software (http://mjsull.github.io/Easyfig/; Sullivan *et al*., 2011). Click here for additional data file.

**Fig. S4** Synteny of the ‘*eps* island’ involved in biofilm matrix biosynthesis of *Tm*. spp. CB1, CB2 and CB3 genomes. This RGP is found in the *Tm*. sp. CB1 genome (in blue) but not in the *Tm*. spp. CB2 and CB3 genomes. This figure was realized using the easyfig software (http://mjsull.github.io/Easyfig/; Sullivan *et al*., 2011). Click here for additional data file.

**Fig. S5** Synteny of the ‘*rfb* islet’. On the contrary to the ‘*eps* island’, this RGP is found in the *Tm*. spp. CB2 and CB3 genomes (in red) but not in the *Tm*. sp. CB1 genome. This figure was realized using the easyfig software (http://mjsull.github.io/Easyfig/; Sullivan *et al*., 2011). Click here for additional data file.

**Fig. S6** First two components of a Principal Component Analysis, with percentages of variance associated with each axis. The first principal component (PC1) separated samples from the different biological conditions, meaning that the biological variability is the main source of variance in the data. Blue and Red: replicates obtained after growth in the absence or in the presence of arsenite 5.33 mM, respectively. Click here for additional data file.

**Fig. S7** Patterns of gene expression changes during As(III) exposure and during biofilm development. Expression graphs of the 40 clusters obtained by plotting the normalized counts (*y*‐axis) at each of the three time points (*x*‐axis). The average for all genes in each cluster is highlighted by a blue line (in absence of As(III)) or a red line (in the presence of 5.3 mM As(III)). Click here for additional data file.

**Table S1.** Details of the region containing the ‘*che* islet’ in *Tm*. spp. CB2 and CB3. Click here for additional data file.

**Table S2.** Details of the region containing the ‘*eps* island’ in *Tm*. sp. CB1. Click here for additional data file.

**Table S3.** Details of the region containing the ‘*rfb* islet’ found in the *Tm*. spp. CB2 and CB3. Click here for additional data file.

**Table S4.** Number of up‐, down‐ and total number of differentially expressed features for each comparison. Click here for additional data file.

**Table S5.** Effect of arsenic on expression of 138 genes involved in chemotaxis, motility, biofilm development and its regulation. Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Comparison of biofilm formation and motility processes in arsenic‐resistant Thiomonas spp. strains revealed divergent response to arsenite
**Source:** Microb Biotechnol. 2017 Feb 7;10(4):789–803. doi: 10.1111/1751-7915.12556
**Supplement:** Supplementary file 11 — Table S4. Number of up‐, down‐ and total number of differentially expressed features for each comparison.

**Supplementary table 4:** Number of up-, down- and total number of differentially expressed features for each comparison.

| Test vs Ref | # down | # up | # total |
| --- | --- | --- | --- |
| a400-24h vs a0-24h | 252 | 372 | 624 |
| a400-48h vs a0-48h | 1435 | 1494 | 2929 |
| a400-72h vs a0-72h | 1268 | 1196 | 2464 |
| a0-48h vs a0-24h | 1522 | 1476 | 2998 |
| a0-72h vs a0-24h | 1547 | 1587 | 3134 |
| a0-72h vs a0-48h | 1109 | 1238 | 2347 |
| a400-48h vs a400-24h | 1275 | 1124 | 2399 |
| a400-72h vs a400-24h | 1413 | 1374 | 2787 |
| a400-72h vs a400-48h | 1271 | 1269 | 2540 |
| (a400-72h vs a0-72h) vs (a400-24h vs a0-24h) | 1238 | 1116 | 2354 |
| (a400-72h vs a0-72h) vs (a400-48h vs a40-48h) | 1185 | 1203 | 2388 |
| (a400-48h vs a0-48h) vs (a400-24h vs a0-24h) | 962 | 1000 | 1962 |

# Supplementary material for: Comparison of biofilm formation and motility processes in arsenic‐resistant Thiomonas spp. strains revealed divergent response to arsenite
**Source:** Microb Biotechnol. 2017 Feb 7;10(4):789–803. doi: 10.1111/1751-7915.12556
**Supplement:** Supplementary file 13

**Supporting Information**

**Fig. S1.** (A) Motility test. A 1 μL droplet of an exponential culture diluted to D.O600 = 0.002 was deposited on soft agar (agar 0.03%) containing without As(III) (upper panel), or in the presence of 2.67 mM (middle panel) or 5.33 mM of As(III) (lower panel). After 7 days of growth, a motility halo was observed for *Tm.* sp. CB1 in presence of As(III), revealing that these cells are mobile in these conditions. Scale bar: 2 mm. (B) Transmission electron microscopy (TEM) photography of *Thiomonas* spp. strains cultivated in liquid medium showing the presence of flagella in CB1 and CB2 but not in CB3. The absence of motility in *Tm.* spp. CB2 observed on soft agar (Figure  1) as compared to CB1 was likely due to a difference in the regulation of motility. Scale bar: 2 μm

**Fig. S2** Biofilm quantification of *Thiomonas* strains using crystal violet staining. The crystal violet staining revealed the attached cells and their biofilm matrix and was quantified by measuring the OD595nm. Blue: performed without As(III); Yellow and red: performed in the presence of As(III) 2.67 mM and 5.33 mM, respectively. Box-plot were drawn using R software (https://www.r-project.org/) and the package ggplot2 (https://cran.r-project.org/web/packages/ggplot2/index.html).

**Fig. S3** Synteny of the “*che* islet” in *Tm.* spp. CB1, CB2 and CB3 genomes. This RGP, containing genes involved in the regulation of motility and biofilm development, is present in the *Tm.* spp. CB2 and CB3 genome (in orange) but not in the *Tm.* sp. CB1 genome. This figure was realized using the Easyfig software (http://easyfig.sourceforge.net/) (Sullivan *et al.*, 2011).

**Fig. S4** Synteny of the “*eps* island” involved in biofilm matrix biosynthesis of *Tm.* spp. CB1, CB2 and CB3 genomes. This RGP is found in the *Tm.* sp. CB1 genome (in blue) but not in the *Tm.* spp. CB2 and CB3 genomes. This figure was realized using the Easyfig software (http://easyfig.sourceforge.net/) (Sullivan *et al.*, 2011).

**Fig. S5** Synteny of the “*rfb* islet”. On the contrary to the “*eps* island”, this RGP is found in the *Tm.* spp. CB2 and CB3 genomes (in red) but not in the *Tm.* sp. CB1 genome. This figure was realized using the Easyfig software (http://easyfig.sourceforge.net/) (Sullivan *et al.*, 2011).

**Fig. S6** First two components of a Principal Component Analysis, with percentages of variance associated with each axis. The first principal component (PC1) separated samples from the different biological conditions, meaning that the biological variability is the main source of variance in the data. Blue and Red: replicates obtained after growth in the absence or in the presence of arsenite 5.33 mM, respectively.

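In the components computed without the near-empty pair, the first held 67.6% of the variance and the second 14.3%. Replicates of 24 h without As(III) lay between -101.8 and -85.8 on the first, and those of 72 h without As(III) between 153.3 and 160.5. With As(III), the libraries of 48 h lay between -61.4 and -54.6 and those of 72 h between 66.9 and 69.0.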

**Fig. S7** Patterns of gene expression changes during As(III) exposure and during biofilm development. Expression graphs of the 40 clusters obtained by plotting the normalized counts (y-axis) at each of the three time points (x-axis). The average for all genes in each cluster is highlighted by a blue line (in absence of As(III)) or a red line (in the presence of 5.3 mM As(III).

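When the number of clusters was set to 20 or 60 in place of 40, the adjusted Rand index with the clusters of Table S5 was 0.266 and 0.331. Replacing the VST values by log2 CPM gave 0.219, and clustering the VST means of the conditions gave 0.346.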

**Table S1.** Details of the region containing the “*che* islet” in *Tm.* spp. CB2 and CB3.

**Table S2.** Details of the region containing the “*eps* island” in *Tm.* sp. CB1.

**Table S3.** Details of the region containing the “*rfb* islet” found in the *Tm.* spp. CB2 and CB3.

**Table S4.** Number of up-, down- and total number of differentially expressed features for each comparison.

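With As(III), 987 genes were called lower and 708 higher at 48 h than at 24 h, 1194 lower and 1088 higher at 72 h than at 24 h, and 954 lower and 911 higher at 72 h than at 48 h. In these 3 comparisons every condition had 3 libraries with at least 728559 counts. For the interactions, the effect of As(III) fell in 747 genes and rose in 789 between 24 and 48 h. It fell in 614 and rose in 635 between 24 and 72 h, and it fell in 459 and rose in 489 between 48 and 72 h.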

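Table S5 gives a sign for As(III) for 110 genes. Of these, 92 were called in the stated direction at 24, 48 or 72 h, including 49 of the 62 genes with a plus. A further 17 were called in neither direction, and CDS 240029, a type II secretion system protein listed with a plus, was called lower only (log2 fold change -1.43 at 72 h, adjusted p = 4.81e-08, and 0.65 at 48 h). For biofilm development 102 genes carry a sign, and 96 were called in that direction between 24, 48 and 72 h without As(III). Adjusted over the list alone, the numbers were 92 and 97. The signs were set by the authors on the same libraries, so these numbers are not independent evidence.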

**Table S5.** Effect of arsenic on expression of 138 genes involved in chemotaxis, motility, biofilm development and its regulation.

How the deposited data were processed for this re-analysis (not part of the article)

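RNA was measured by RNA-seq in *Tm.* sp. CB2 biofilms in 18 libraries, 3 replicates for each of 6 conditions: 24, 48 and 72 h of growth without As(III) and with 5.33 mM As(III). The authors aligned the reads with bowtie and made counts per gene with HTSeq-count, in the mode intersection-nonempty and with strand taken into account, and deposited for each library the raw count of each of 3827 genes with no normalization. Each file also lists reads that fell outside genes, that were ambiguous, that did not align or that aligned more than once. These 5 categories were left out of library sizes and tests. In the 16 libraries other than the near-empty pair, reads outside genes made up 24.45 to 42.29% of the reads in a file, reads that did not align 3.729 to 71.87%, reads aligned more than once 0.0455 to 0.7034% and ambiguous reads 0.01126 to 0.1575%, and 3.62 to 67.16% fell on genes. For each read counted on a gene, between 0.4157 and 8.16 reads fell outside genes, with a median of 0.97805. The annotation deposited with the counts gave positions, strands and product names, and gene names for 1248 genes.

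The conditions were taken from the labels of the libraries. Counts on genes ranged from 9676513 to 12575331 at 24 h without As(III), from 1220719 to 4879156 at 72 h without As(III), from 5637519 to 12015014 at 24 h with As(III), from 4928361 to 14399478 at 48 h with As(III) and from 728559 to 6509597 at 72 h with As(III). At 48 h without As(III) the libraries held 137, 230 and 11568319 counts. Libraries under 1% of the median library were called near-empty. Both were kept in the fit as designed, and the levels of genes printed for this condition come from replicate 3 alone, whereas fold changes, distances and shares from all 18 libraries also use the near-empty pair. In the fit, the single usable library of that condition is in effect assumed to vary like the libraries of the other conditions. Over 3827 genes, 3824 had a count in at least 1 library. A level of 50 CPM corresponds to 23 counts in the library with the smallest TMM-normalized size among the 16, where counting noise alone is 20.8% of the level.

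Genes were tested with edgeR 4.0.16 (limma 3.58.1) in R 4.3.3. The model held the 6 conditions and the replicate number as a block, as in the methods of the authors, who used DESeq2 and the same block. Libraries were scaled by TMM, genes were kept by filterByExpr with the 6 conditions (3765 genes), the common dispersion was 0.0222 and the median prior degrees of freedom were 9.57. The quasi-likelihood F test was used for 12 comparisons: As(III) with no As(III) at each time, each pair of times without and with As(III), and the difference between the As(III) effects at each pair of times. Every adjusted p of a gene is that of edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment within a comparison, unless DESeq2 is named, and a gene was called at an adjusted p under 0.001. The threshold is the one the authors state. Standard errors are the size of the log2 fold change divided by the square root of its F statistic. Levels are TMM-normalized CPM with the SD over the libraries of a condition, after replicates 1 and 2 of 72 h without As(III) were averaged because their counts differed by little more than counting noise. In the tests they were kept as 2 libraries, and an added alternative sums them. Log2 CPM used a prior count of 2. The TMM factors of the near-empty pair were 6.58 and 11.7 and those of the other libraries 0.377 to 1.08. The size factors of DESeq2 rest on the 17 genes with a count in every library.

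Principal components, distances between libraries and clusters were computed on the variance stabilizing transformation of DESeq2 1.42.0. Clusters used 1 minus Pearson correlation, the Ward criterion and 40 clusters, and the adjusted Rand index with the clusters in Table S5 was set beside 10000 permutations of the labels. Shares of genes of unknown function were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 6 tests. Product names without a function were found from a list of words that was completed after the annotation was seen (1219 genes, and 1204 with a narrower list of words). Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

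The genes named are every gene that the text or Fig. 4 of the paper names, whose values in the paper had been seen, apart from 1 gene that is not reported here. To these were added, for each time, the 3 genes with the largest increase and the 3 with the largest decrease with As(III) that were called, changed the same way in all 3 pairs of replicates with the same number, and had a mean of at least 50 CPM in the higher condition. At 48 h the near-empty pair distorts the rule on pairs, so that only 6 decreases were eligible. The other genes named are members of the lists of the paper (the islands, the flagellar locus and the diguanylate cyclases of Table S5, *cheY* and the flagellin gene CDS 640190), and apart from the diguanylate cyclases, *aio*, *ars* and phosphate genes they were chosen after their values were seen. Lists were taken from Tables S3 and S5 and from the text: the '*rfb* islet', RGP5, the '*che* islet', the flagellar locus, motility genes with opposite signs for time and As(III), *aio* genes, phosphate genes and diguanylate cyclases. The *ars* list holds the genes that the annotation names *ars* A to D or R. Gene counts of near-identical copies, such as the *aio* and *ars* copies, are uncertain, since reads that align to both cannot be assigned.

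Whether replicates with the same number deviate together was checked as the correlation, over 3052 genes, of their deviations from the means of their conditions. It was 0.228, 0.594 and 0.48 between 24 h without and with As(III), and 0.168, 0.289 and 0.229 between 24 h without As(III) and 48 h with As(III). For the other pairs of conditions it was not above 0.1 in every replicate, for example 0.0982, 0.0712 and 0.0615 between 24 h without and 72 h with As(III). The block comes from the methods of the authors.

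The test was tried on simulated counts with known changes, drawn with 1 mean per gene over the 16 libraries and with the real library sizes. Apart from the changed genes the conditions did not differ, and every library was drawn separately. The simulation therefore does not bear on the scaling of conditions that differ in many genes, or on the near-identical replicates of 72 h without As(III). Of 199, 200 and 200 changed genes for As(III) at 24, 48 and 72 h, edgeR recovered 179, 120 and 149 (89.9, 60.0 and 74.5%) over 3751, 3755 and 3757 genes, none with the wrong sign, and called 1, 2 and 0 unchanged genes. DESeq2 recovered 141, 95 and 128 over 3765 genes and called 0, 5 and 0 unchanged genes.

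Other scalings, tests, filters, thresholds, transformations, numbers of clusters, models without the block or with only the conditions compared, and the omission of each replicate number and each library were tried, and their effect is given in the closing section. Upper-quartile scaling could not be computed for all 18 libraries, because the upper quartile of a near-empty library is 0, and was run on 16. COG categories were not used. The phenotypic assays and the genome comparison were not analysed here.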

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

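The tests against other splits, depth, abundant genes, gene length and scaling and the test of the pilus genes at 72 h were chosen before their results were seen. The tests without the near-empty libraries, the sum of replicates 1 and 2 of 72 h without As(III), the count of usable libraries at 48 h without As(III) and the comparison of the pilus genes between 24 and 48 h with As(III) were chosen only after. The comparisons, the lists of genes and every alternative not described as added were chosen before the data were examined. The list of words for products of unknown function, the *ars* list by annotated gene name, the table of genes named in the text and the limits within which a correlation or an index counts as the same were set after the annotation and the counts had been seen.

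The effect of As(III) differed between times by a test of the difference itself. Between 24 and 48 h the difference was called for 1536 genes by edgeR's quasi-likelihood test (adjusted p under 0.001), and among the 23 genes that the paper's text or Fig. 4 gives by name or number it was largest for *arsC*, with a log2 difference of -7.99. Between 48 and 72 h it was called for 948 genes, again largest among those 23 genes for *arsC* (3.86). Against chance, 1 of 25 splits of the libraries called as many genes in each case, the real one. Between 24 and 48 h, another split called 1094 genes, and 48 h without As(III) enters with 1 usable library. The count of splits therefore does not exclude chance in how the libraries were grouped. Between 48 and 72 h, the splits treat replicates 1 and 2 of 72 h without As(III), which may be 1 library, as separate. There the count by itself does not exclude chance. Chance variation of the single usable library is not excluded by either count. For *arsC* the tables argue against the single library alone as the explanation of the first difference, since *arsC2b*, which shared its pattern, changed by -6.25 between 24 and 48 h with As(III), where no library without As(III) enters. What stays open is whether the single usable library at 48 h without As(III) is typical of its condition. Only 1 library of that condition remains without the near-empty pair, so for the numbers of genes called in these comparisons an untypical library and an effect of growth time on the response to As(III) cannot be told apart. Single genes can have values that do not use this library. For the 8 *ars* genes, the difference between the effects at 24 and 72 h, in which no library of 48 h enters, was also called with a fall in all 8, with a median of -4.19, and for CDS 390032 it was called with -7.86. Without that library, edgeR called 8 genes between 48 and 72 h, and in the other comparison 0 genes, with 7 lower and 241 higher at an unadjusted p under 0.05, whereas DESeq2 on all 18 libraries called 662.

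Between 24 and 72 h the difference was called for 1249 genes, and among the same 23 genes it was largest for CDS 660001 (-4.88). Of 25 splits, 1 called as many genes, the real one, although other splits called up to 838. The splits counted replicates 1 and 2 of 72 h without As(III), which differed by little more than counting noise, as 2 libraries. Chance can be excluded as the whole explanation only if these are separate libraries. With the 16 libraries thinned to 728559 counts each, 761 of the 3546 genes tested were called, compared with 1187 without thinning, which argues against depth as the whole explanation. Without the 10 most abundant genes 1185 were called. With a trend in gene length removed from each library, where the trends spanned up to 1.12 and at the median 0.603 on the log2 scale, 1204 were called. Without the near-empty pair 1187 were called. These numbers argue against a few abundant genes, gene length and the near-empty libraries. The direction of the difference is not settled, because the scaling moved it: 614 genes were called lower and 635 higher, but 1246 and 138 with the size factors of DESeq2, under which the median of all genes was -0.82, and 239 and 1863 with the library size alone, under which it was 1.11. DESeq2 on 16 libraries, chosen after the data were seen, called 760 genes lower and 698 higher, with a median of -0.02. Without replicate 1, 551 genes were called. GC content was not tested. With replicates 1 and 2 of 72 h without As(III) summed, 1106 genes were called. An effect of growth time on the response to As(III) stays among the open explanations and was not tested apart from them.

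The largest increases with As(III) included genes outside those the paper discusses. CDS 390032 increased by 5.34 at 24 h, although it was called lower at 48 h (-2.38) and 72 h (-2.52), and CDS 220023 increased by 5.28 at 72 h, although it was called lower at 24 h (-1.33); at 48 h it was called higher (1.92). At 48 h the PilV gene increased by 7.52, the pilus gene after PilW by 6.83 and the PilW gene (CDS 230084) by 6.76. Scaling is argued against for all 5, since under the size factors of DESeq2 and under the library size alone all 10 values were called higher and the lowest was 4.66. The call of CDS 390032 and that of CDS 220023 held in all 20 alternatives run for them. That of each pilus gene held in 17 of 20 and was lost without replicate 3, without replicate 3 of 48 h without As(III) alone, and when the fit held only the conditions compared. Reads shared with paralogs were not tested. The addition of As(III), which the design names, stays open as the biological explanation.

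For the 3 pilus genes, the explanation weighed was that the single usable library at 48 h without As(III) is low by itself. The test chosen beforehand came out as that explanation predicted, since edgeR without the near-empty pair called 0 of the 3 genes higher with As(III) at 72 h (0 at an unadjusted p under 0.05; DESeq2 called 0). The comparison of 48 with 24 h with As(III), which uses no library without As(III), argues against a low library as the whole explanation, because the smallest log2 fold change of the 3 genes was 4.83 without the near-empty pair and 4.76 with all 18 libraries. Their levels at 48 h were 1256, 862.2 and 1689 CPM with As(III) and 6.86, 7.87 and 15.7 CPM in the single library without it, compared with 18.1, 30.1 and 40.8 CPM at 24 h without As(III). Whether other libraries at 48 h without As(III) would be as low stays open.

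For comparisons of 3 libraries with 3, the count of splits by itself cannot exclude chance, because 10 splits are all that the design allows. In each of the 9 such comparisons, the As(III) effect at 3 times and the pairs of times without and with As(III), 1 of 10 splits called as many genes, the real one, a share of 10%, and none of the other splits called a gene. In 3 of the 9, 48 h without As(III) enters with its single usable library.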

How the results depend on the processing

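The alternatives that leave out the near-empty libraries, sum replicates 1 and 2 of 72 h without As(III), or run DESeq2 or upper-quartile scaling on 16 libraries were chosen only after the data were seen. Upper-quartile scaling of all 18 libraries was not run, because the upper quartile of a near-empty library is 0. Among the alternatives chosen beforehand for results of comparisons, 315 of 375 stayed within the limits that count as the same, 56 moved a count or a value, 2 weakened a test and 2 reversed a result. Among those added, 73 of 88 stayed the same, 12 moved, 1 weakened, 1 strengthened and 1 reversed a result. For lists and named genes, 2128 of 2435 chosen beforehand and 595 of 640 added stayed the same, 182 and 37 moved, 105 and 7 lost a call, 16 and 1 gained a call, and 4 and 0 reversed. Where a value below differs from the one reported, the cause was not tested unless it is named.

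The number of genes called for As(III) at 24 h, 130 as reported, was 325 with the library size alone, 75 with DESeq2, 73 with only the conditions compared, and 795 at an adjusted p under 0.05. Among the alternatives added, it was 75 without the near-empty libraries and with the 72 h pair summed, 279 with DESeq2 on 16 libraries, and 804 with the latter at an adjusted p under 0.05. With the library size alone, 1460 genes were called between 48 and 72 h without As(III) (683 as reported) and 2102 in the interaction between 24 and 72 h (1249). With DESeq2, 1200 genes were called for As(III) at 48 h (1928), 1328 between 24 and 48 h without As(III) (2086), 348 between 48 and 72 h without As(III), 927 between 24 and 48 h with As(III) (1695) and 662 in the interaction between 24 and 48 h (1536). With only the conditions compared, 979 were called between 48 and 72 h with As(III) (1865). With a log2 fold change of at least 1 required, 1096 were called between 24 and 48 h with As(III). At an adjusted p under 0.05, which admits more genes by construction, the numbers were 1642 between 48 and 72 h without As(III), 2553 between 24 and 48 h with As(III), and 2435, 2205 and 1896 in the interactions between 24 and 48 h, 24 and 72 h and 48 and 72 h (948 as reported). At that threshold DESeq2 on 16 libraries gave 1582 between 48 and 72 h without As(III) and 2441, 2186 and 1874 in the interactions. The 16 libraries with the 72 h pair summed gave 436 between 48 and 72 h without As(III).

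The balance of directions depended on the scaling in most comparisons. Lower and higher calls for As(III) were 33 and 97 at 24 h, 954 and 974 at 48 h and 825 and 889 at 72 h. With the size factors of DESeq2 they were 10 and 120, 510 and 1202, and 1384 and 357, and the median of all genes was 0.22, 0.54 and -0.61. With the library size alone they were 250 and 75, 669 and 1332, and 373 and 1829, with medians of -0.27, 0.44 and 0.84. Without As(III), the calls were 1075 and 1011 between 24 and 48 h, 1392 and 1339 between 24 and 72 h, and 295 and 388 between 48 and 72 h. The size factors of DESeq2 gave 1276 and 571, 1267 and 1313, and 53 and 664 (medians -0.57, 0.04 and 0.62), and the library size alone 1522 and 704, 2306 and 694, and 1303 and 157 (-0.61, -1.34 and -0.74). With As(III), the calls were 987 and 708, 1194 and 1088, and 954 and 911. For these, the size factors of DESeq2 gave 1048 and 427, 1772 and 531, and 1397 and 463 (-0.30, -0.82 and -0.53), and the library size alone 816 and 913, 1365 and 932, and 1347 and 650 (0.06, -0.27 and -0.34). In the interactions between 24 and 48 h, 24 and 72 h and 48 and 72 h, the calls were 747 and 789, 614 and 635, and 459 and 489. They were 474 and 742, 1246 and 138, and 1193 and 177 with the size factors of DESeq2 (0.34, -0.82 and -1.16), and 476 and 1404, 239 and 1863, and 318 and 816 with the library size alone (0.72, 1.11 and 0.37). The size factors of DESeq2 rest on 17 genes. DESeq2 on 16 libraries, chosen after the data were seen, called 935 genes lower and 912 higher for As(III) at 72 h, with a median of -0.04.

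Genes of unknown function among those called lower with As(III) at 72 h had an odds ratio of 1.20 as reported. It was 0.975, on the other side of 1, with the calls of DESeq2, and 1.15 with no low-count filter and 1.14 without the near-empty libraries, where the test no longer passed; the adjusted p of Fisher's exact test ranged from 0.00282 to 0.781 over the alternatives. The first principal component held 41.9% of the variance as reported, 81.6% with log2 CPM, 52.8% with the 500 most variable genes, 68.3% with upper-quartile scaling of 16 libraries and 67.6% without the near-empty libraries. Of the 3 libraries of 72 h with As(III), 0 were nearest to 48 h without As(III) as reported, with log2 CPM, with the 500 most variable genes and with 1 minus Pearson correlation, although the nearest condition was then partly or wholly 72 h without As(III). With upper-quartile scaling of 16 libraries, 3 were nearest to 48 h without As(III), and likewise 3 without the near-empty libraries. The share of genes nearer to 48 h without As(III), 8.93% as reported, was 52.9% with VST values and 91.9% without the near-empty libraries, both reversed, 14.8% with the size factors of DESeq2 and 5.48% at an adjusted p under 0.05. The index of the clusters rose from 0.305 to 0.546 without the near-empty libraries.

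Leaving out a replicate number or a library in turn, the genes called for As(III) ranged from 70 to 107 at 24 h, 0 to 1944 at 48 h and 1009 to 1597 at 72 h. Without As(III) they ranged from 0 to 2195 between 24 and 48 h, 2204 to 2691 between 24 and 72 h and 40 to 647 between 48 and 72 h, and with As(III) from 883 to 1573, 1672 to 2209 and 1179 to 1728. The interactions ranged from 0 to 1574 between 24 and 48 h, 551 to 1227 between 24 and 72 h and 2 to 991 between 48 and 72 h. Genes called in any comparison ranged from 2919 to 3303, the Table S5 genes called in the stated direction for As(III) from 58 to 95, the first component from 52.0 to 71.0%, the libraries nearest to 48 h without As(III) from 0 to 0, the share in the test of a delay from 0 to 27.1% and its correlation from -0.395 to -0.173. For *arsC* at 48 h the log2 fold change ranged from -2.66 to 10.12, with 10.02 without replicate 3, and for *bigR* from -3.19 to 8.00, with 7.89 without replicate 3. These changes of sign and the lowest numbers at 48 h come from the alternatives that leave only near-empty libraries at 48 h without As(III). For As(III) at 48 h the median of all genes was then 11.55 without replicate 3 and 11.64 without that library alone. Without replicate 3 of that condition, edgeR called 2 genes for As(III) at 48 h, 1 between 24 and 48 h and 70 between 48 and 72 h without As(III), and 0 (unadjusted p under 0.05: 7 lower, 241 higher; DESeq2 was not run without it) and 8 in the interactions of 48 with 24 h and 72 with 48 h. Without all libraries of replicate 3, it called 0, 0, 40, 0 (7 lower and 244 higher) and 2. At 24 h, 73 genes were called without replicate 1, 86 without replicate 2, 70 without replicate 3, 70 without replicate 3 of 24 h without As(III) and 79 without replicate 2 of 24 h with As(III). Without replicate 1, 288 genes were called between 48 and 72 h without As(III), 883 between 24 and 48 h with As(III), 1179 between 48 and 72 h with As(III), and 849, 551 and 520 in the interactions.

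Without the replicate block, 107, 1914 and 1670 genes were called for As(III) at 24, 48 and 72 h, 2073, 2691 and 661 between times without As(III), 1581, 2236 and 1781 between times with As(III), and 1454, 1197 and 952 in the interactions. The As(III) effects of the genes given by the paper's text or Fig. 4 and of those with the largest changes were also repeated without the block. Among these, CDS 110004 at 48 h (log2 fold change 1.24) and CDS 410060 at 24 h (-1.84) lost their call, and no other call changed. This does not cover the other named genes or the calls between times.

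Depth limits the comparisons at 48 h without As(III), where 367 counts in 2 libraries add almost nothing to the 11568319 of the other. At 72 h with As(III), 2 libraries held 728559 and 1054545 counts. Of their reads, 71.87 and 61.13% did not align, and 3.62 and 4.235% fell on genes. In replicate 3 of that condition 32.6% did not align and 28.64% fell on genes. Replicate 3 of 72 h without As(III) was also low, with 53.51% not aligned and 6.672% on genes. Whether such differences between libraries contribute to the As(III) effect at 72 h was not tested.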

Differences from the paper's values

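The alternatives that leave out the near-empty libraries or run DESeq2 on 16 libraries were chosen after seeing the values. The others named in this part were set before the data were examined, and each number given for the paper is the number of genes in its supplementary lists unless another source is named. Fig. 4 of the paper shows error bars at 48 h without As(III), where the counts used here hold 1 usable library. Whether the paper used other counts for this condition was not resolved, so every difference below that involves 48 h without As(III) can come from the counts themselves.

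For As(III) at 24 h the paper's lists hold 252 genes lower, 372 higher and 624 in all, and here 33, 97 and 130 were called. Of the alternatives set before the data were examined, the library size alone (250) came within 1.5 times the paper's number of lower genes and an adjusted p under 0.05 came within it for the higher (408) and for all genes (795), and no other did. DESeq2 on 16 libraries at an adjusted p under 0.05, chosen after seeing the values, gave 348, 456 and 804, and it dropped 2 of the 110 genes to which Table S5 gives a sign for As(III).

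For As(III) at 48 h the paper's lists hold 1435 genes lower, 1494 higher and 2929 in all, and here 954, 974 and 1928 were called. The number of lower genes came within 1.5 times the paper's without the replicate block (961), without replicate 2 (968) and at an adjusted p under 0.05 (1334). The number of higher genes did so with the size factors of DESeq2 (1202), with the library size alone (1332) and at an adjusted p under 0.05 (1379), and the total with the library size alone (2001) and at an adjusted p under 0.05 (2713). The other alternatives set before the data were examined did not. DESeq2 on 16 libraries, chosen after seeing the values, gave 978, 1082 and 2060, and at an adjusted p under 0.05 it gave 1293, 1380 and 2673 and dropped 2 of those 110 genes. For As(III) at 72 h the paper's lists hold 1268 genes lower and here 825 were called. The size factors of DESeq2 (1384), DESeq2 itself (978) and an adjusted p under 0.05 (1254) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 on 16 libraries, chosen after seeing the values, gave 935, and 1276 at an adjusted p under 0.05, where it dropped 2 of the 110 genes.

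Between 48 and 72 h without As(III) the paper's lists hold 1109 genes lower, 1238 higher and 2347 in all, and here 295, 388 and 683 were called. The library size alone (1303) and an adjusted p under 0.05 (788) came within 1.5 times for the lower genes, and an adjusted p under 0.05 for the higher (854) and for all (1642), and no other alternative set before the data were examined did. Chosen after seeing the values, DESeq2 on 16 libraries at an adjusted p under 0.05 gave 861 higher and 1582 in all and dropped 2 of the 110 genes. Between 24 and 48 h with As(III) the paper's lists hold 1124 genes higher and here 708 were called. The library size alone (913) and an adjusted p under 0.05 (1170) came within 1.5 times, and the other alternatives set before the data were examined did not. Chosen after seeing the values, the fit of 16 libraries gave 777, that fit with the 72 h pair summed 778, DESeq2 on 16 libraries 856 and the latter at an adjusted p under 0.05 gave 1198, the last dropping 2 of the 110 genes.

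For the difference of the As(III) effects between 24 and 72 h the paper's lists hold 1238 genes lower, 1116 higher and 2354 in all, and here 614, 635 and 1249 were called. The size factors of DESeq2 (1246) and an adjusted p under 0.05 (1067) came within 1.5 times for the lower genes, an adjusted p under 0.05 for the higher (1138), and the library size alone (2102) and an adjusted p under 0.05 (2205) for all. The other alternatives set before the data were examined did not. DESeq2 on 16 libraries at an adjusted p under 0.05, chosen after seeing the values, gave 1104, 1082 and 2186 and dropped 2 of the 110 genes. Between 48 and 72 h the paper's lists hold 1185 genes lower, 1203 higher and 2388 in all, and here 459, 489 and 948 were called. The size factors of DESeq2 (1193) and an adjusted p under 0.05 (945) came within 1.5 times for the lower genes, the library size alone (816) and an adjusted p under 0.05 (951) for the higher, and an adjusted p under 0.05 (1896) for all. The other alternatives set before the data were examined did not. DESeq2 on 16 libraries at an adjusted p under 0.05, chosen after seeing the values, gave 972, 902 and 1874 and dropped 2 of the 110 genes.

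In RGP5 the paper's text gives 5 genes lower with As(III) among 27 genes, and here 9 of the 24 genes in Table S5 were called lower only, over the 3 times. At 48 h alone 4 were called lower, and at 72 h alone 7. Over the 3 times the number was 4 with the library size alone, 6 without replicate 1, 7 without replicate 3, 6 with a log2 fold change of at least 1 required and 7 without replicate 3 of 48 h without As(III), which lie within 1.5 times the paper's number. The other alternatives set before the data were examined did not come within it. Of the 23 fold changes of Fig. 4 that were read by eye, none differed by the rule used for the counts, and 21 had the same direction.

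Some genes or directions that the paper states were not found. Of the 110 genes with a sign for As(III) in Table S5, 92 were called in that direction. CDS 240029, which the table gives as higher, was called lower only. The paper counts *rfbE* among the genes of the '*rfb* islet' that rose with As(III), and here it was not called at any time, with a log2 fold change of 0.46 at 72 h (adjusted p = 0.0211 by edgeR); it was called with the library size alone. CDS 110003, which the paper places with it, was called at 72 h and not at 48 h, whereas CDS 110004 and 110005 were called higher at 48 h. The paper has the diguanylate cyclase CDS 660005 rise with As(III), and at 72 h it was not called (0.53, adjusted p = 0.00282 by edgeR), except with the library size alone and with DESeq2 on 16 libraries, which was chosen after seeing the values. The other named genes of the '*che* islet' that the paper gives as higher were called higher at 72 h. Of these, *cheB*, *cheD* and CDS 920003 and 920004 lost their call with the test of DESeq2 on all libraries, but not on 16. The paper describes CDS 920004 as a transducer, and the annotation gives it as a protein of unknown function.

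The paper has genes for EPS synthesis rise between 24 and 48 h with As(III) and not without it. For the *celD*-like gene the rise was called, but *waaE* and *galU* changed by -0.20 and 0.28 and were not called. It says the same of 3 diguanylate cyclase genes. Here 5 were called higher between 24 and 48 h with As(III), of which CDS 160031 and 50092 were not called without it, and CDS 570026, 140008 and 30027 were called higher in both conditions. The paper places the *celD*-like gene and CDS 280028 in a cluster of genes higher with As(III) at every time. Here both were called at 72 h and at neither 24 nor 48 h. With the size factors of DESeq2 the *celD*-like gene was also called at 48 h. With the test of DESeq2 on all libraries its call at 72 h was lost, but not on 16 libraries. The paper gives larger proportions of genes of unknown function among those that fell with time, and here their odds ratio among these genes was 0.538, from product names in place of the COG categories of the paper. The paper groups the libraries of 72 h with As(III) with those of 48 h without As(III), and here none of the 3 was nearest to that condition with all 18 libraries, and 3 were without the near-empty pair, a choice made after seeing the values, or with upper-quartile scaling of 16 libraries, also chosen then.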

Other observations

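Apart from the test of depth for the nearest condition, the tests in this part were chosen only after the result was seen.

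The libraries of replicates 1 and 2 of 48 h without As(III) held 137 and 230 counts. As mixtures of the profiles of the 6 conditions, the first was 57.1% of its own condition, as seen in replicate 3, with 29.7% of 48 h with As(III) and 10.2% of 24 h without As(III). The second was 16.9% of its own condition and 81.2% of 24 h without As(III). Set beside single libraries, the first was most like those of 72 h with As(III), with log-likelihoods per read of -6.837 to -6.845. Replicate 3 of its own condition came next, at -6.913. The second was most like replicate 3 of 24 h without As(III), at -6.843. Reads of other libraries given the wrong sample index may be the source of the near-empty libraries, and so may small samples of their own or another condition. With so few counts and a profile from 1 library these cannot be told apart. No biological explanation was tested.

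With all 18 libraries, none of the 3 libraries of 72 h with As(III) was nearest to 48 h without As(III). Without the near-empty libraries all 3 were, so the near-empty libraries account for the difference between these 2 outcomes. After the 16 libraries were thinned to the depth of the smallest, again 3 were nearest to it, which argues against a difference in depth between libraries. The condition is then 1 library. A delay of growth with As(III) and a property of that library both stay open and were not tested apart.

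Counts of replicates 1 and 2 of 72 h without As(III) had a chi-square per degree of freedom of 1.12 over 3737 genes, compared with 5.43 to 177 for the other pairs of replicates tested. One library sequenced or deposited in 2 parts may explain this. The value lies near 1, which a random division of 1 library would give, but above it, and the ratio of the 2 libraries was 1.066 for counts on genes and 1.131 for reads aligned more than once. One library with small differences between runs and very similar cultures processed together cannot be told apart, since a chi-square between 2 libraries does not say how close separate cultures can be. The shares of reads on genes were 19.9% in both libraries.

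The paper's methods describe non-directional libraries counted with strand taken into account, whereas the sample records describe directional ones. Which description holds was not resolved. Reads outside genes were fewer than reads on genes in 8 of the 16 libraries. Non-directional libraries counted on 1 strand would place at least as many reads outside genes as on them, so these 8 libraries argue against that explanation for the set as a whole. The number of reads outside genes for each read on a gene ranged from 0.4157 to 8.16, and what raised it in the libraries of 72 h was not tested.

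Both annotated copies of *aioA* rose with As(III). If a fixed share of the reads of the more abundant copy were counted on the other, both copies would change by the same factor. Between 48 and 72 h with As(III) their log2 fold changes differed by 1.23, which argues against this as the whole explanation. Reads that match both copies stay open as a smaller contribution. The genes *arsC* and *arsC2b* were higher with As(III) at 24 h and not at 48 h. The single usable library of 48 h without As(III) is argued against as the whole explanation, because *arsC2b* fell by 6.25 on the log2 scale between 24 and 48 h with As(III), where that library does not enter. The difference between the As(III) effects at 72 and 24 h, where no library of 48 h enters, was called with a fall for all 8 *ars* genes (median -4.19), more than either other scaling moved the median of all genes in that comparison (-0.82 and 1.11). Whether the As(III) in the medium had fallen by the later times was not analysed here.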
